# NR4A1 expression aberrations contribute to radiotherapy resistance in gastric cancer

**DOI:** 10.1038/s41598-025-20348-4

**Published:** 2025-10-17

**Authors:** Peidong Ni, Shiyang Dong, Guozhong Yao, Zhengyuan Yan, Jiang Yan, Xu Zhang, Yu Shen, Yun Dai, Chuming Zhu

**Keywords:** Gastric cancer, Radioresistance, NR4A1, Gastrointestinal cancer, Tumour biomarkers

## Abstract

Gastric cancer (GC) is a common and life-threatening malignancy. It is often diagnosed at advanced stages. A major challenge in treatment is the development of radiotherapy resistance. This resistance significantly reduces the effectiveness of therapy. Therefore, our objective is to pinpoint genes linked to the resistance against radiotherapy in gastric cancer. The NR4A1 expression exhibited abnormalities in radioresistant gastric cancer cells, specifically MKN45-R and AGS-R cells, in comparison to their respective parental cells. Through high-throughput sequencing, we screened these cells and utilized quantitative reverse transcription-polymerase chain reaction analysis (qRT-PCR) to quantify NR4A1 expression. Functional analyses of NR4A1 in GC radioresistance were conducted by overexpressing NR4A1 in both MKN45-R and AGS-R cells, as well as their parental counterparts. Finally, the clinical relevance of NR4A1 in GC was confirmed through animal experiments. The expression of NR4A1 was significantly reduced in radioresistant cells, namely MKN45-R and AGS-R, as opposed to their parental counterparts. Overexpressing NR4A1 in MKN45-R and AGS-R cells resulted in heightened sensitivity to radiation. Additionally, NR4A1 overexpression exerted inhibitory effects on the growth and metastasis of GC tissues in animal models following irradiation (IR). Our observations indicate that NR4A1 plays a crucial role in enhancing the radiation sensitivity of gastric cancer cells, underscoring the therapeutic potential of NR4A1 in GC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-20348-4.

## Introduction

Gastric cancer (GC) stands as one of the predominant malignancies worldwide, imposing a substantial burden on mortality^1^. Surgery is a common approach for managing early GC; however, for patients with locally advanced and advanced tumors, relying solely on surgery may prove insufficient^2^. In clinical settings, locally advanced and advanced GC typically necessitate a multimodal treatment strategy, involving approaches such as surgery followed by chemotherapy, chemoradiotherapy, perioperative chemotherapy, or chemoradiotherapy^3^. Unfortunately, more than 50% of patients experience locoregional recurrence following curative resection. The treatment paradigms for GC have evolved over the years, with the gradual exploration of radiotherapy in its treatment. However, the outcomes of radiotherapy are not consistently satisfactory^4–8^. While efforts have been made to identify molecular determinants of radioresistance, the underlying mechanisms remain incompletely understood, highlighting a critical gap in knowledge that must be addressed to improve therapeutic outcomes. Until now, there has been limited research on the molecular mechanism of radioresistance in GC. Therefore, gaining a deeper understanding of the molecular mechanisms underlying radioresistance in GC holds significant clinical importance.

Nuclear receptors, a family of transcription factors, have become crucial molecular regulators implicated in diverse processes linked to carcinogenesis. These processes, such as apoptosis, DNA repair, proliferation, and migration, collectively contribute to the complexity of cancer development. Nuclear receptor subfamily 4 group A member 1 (NR4A1, also termed Nur77, TR3) is a critical transcription factor within this family. Numerous studies have demonstrated the involvement of NR4A1 in various tumor processes, where it often acts as a tumor suppressor. This involvement spans across various cancers, including gastric cancer, acute myeloid leukemia (AML), breast cancer, and metastatic ovarian cancer^9–11^. For instance, elevated NR4A1 expression in transgenic mice results in thymocyte apoptosis, and simultaneous knockout of NR4A1 and related nor-1 genes in transgenic mice leads to lethal myeloid leukemia^9^. Intriguingly, recent studies have implicated NR4A1 in therapy resistance across various cancer types. For instance, in prostate cancer, NR4A1 downregulation has been associated with docetaxel (DTX) chemoresistance^12^ while in hepatocellular carcinoma, its overexpression sensitized tumors to radiation^13^. These findings suggest that NR4A1 may function as a nodal point in therapeutic response pathways. However, its specific role in GC radioresistance has not been systematically investigated, leaving a crucial gap in both mechanistic understanding and potential translational applications.

This investigation induced radioresistance in the GC cell lines MKN45 and AGS, leading to the development of radioresistant variants, denoted as MKN45-R and AGS-R, respectively, through a gradual exposure to escalating doses of irradiation (IR). High-throughput sequencing techniques were employed to acquire mRNA expression profiles associated with radioresistance. Furthermore, quantitative reverse transcription-polymerase chain reaction (qRT-PCR) and Western blot analyses demonstrated a notable reduction in NR4A1 expression in MKN45-R and AGS-R in comparison to their parental cells. Hence, the objective of this article is to investigate the function and mechanism of NR4A1 in the context of radiotherapy resistance in GC.

## Materials and methods

### Cell culturing and generation of radioresistant MKN45-R and AGS-R cells

The MKN45 and AGS human GC cell lines employed in this research were sourced from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). Exponential growth-phase MKN45 and AGS cells were plated at a density of 1 × 10^5^ cells per dish and exposed to 2 Gy of ionizing radiation (IR) when their confluence reached approximately 70%. The IR was delivered using a medical linear accelerator (Precise accelerator, Elekta, UK). Following the initial radiation exposure, the surviving cells were cultured and passaged twice before undergoing an additional 2 Gy of radiation. The cells were subjected to a cumulative dose of 60 Gy of ionizing radiation (IR) through a gradient irradiation protocol, with doses of 2, 4, 6, and 8 Gy administered in two cycles. The entire selection process took approximately 5 months. The ultimately surviving MKN45 and AGS cells were validated and designated as radioresistant MKN45 and AGS cells, denoted as MKN45-R and AGS-R. Experiments were carried out utilizing MKN45-R and AGS-R cells in passages 4–10 post the final round of ionizing radiation (IR) exposure. Control MKN45 and AGS cells underwent the same treatment regimen excluding irradiation. MKN45, AGS, MKN45-R, and AGS-R cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (Wisent, Montreal, Canada) and 1% antibiotics (100 U/ml penicillin G and 100 mg/ml streptomycin), and maintained at 37 °C in a humidified 5% CO₂ incubator. All experiments were performed using exponentially growing cells.

### The experiment of cell viability assay

Cell proliferation was assessed using the Cell Counting Kit-8 (CCK-8) (Vazyme, Nanjing, China) according to the manufacturer’s recommendations. A seeding density of 2000 cells per well was employed in 96-well plates, and the cells were cultured for a duration of 5 days. At designated time intervals each day, CCK-8 reagent was added to the respective plates, and the cells were incubated for 2 hours at 37 °C. The absorbance at 450 nm was subsequently measured to evaluate the cell proliferation capacity. Data from the CCK-8 assay were analyzed using independent two-sample t-tests, with statistical significance set at *p* < 0.05. GraphPad Prism (Version 8.0, GraphPad Software, San Diego, CA, USA) was used for data analysis. The parameters α, β, SF2, and MID were computed using the linear-quadratic (LQ) model, whereas D0, Dq, N and R^2^ were obtained through a multi-target, single-hit model.

### Colony formation assay

The colony formation assay was employed to assess the impact of different cell types on proliferation in response to IR. As previously described, cells were seeded in 6-well culture plates at varying densities. Approximately 24 h after cell attachment, the cells underwent irradiation with doses ranging from 0 to 8 Gy. Following that, all cells were subjected to staining with 1% crystal violet (Beyotime, Shanghai, China) after a 14-day incubation period. Colonies, each comprising 50 or more cells, were tallied and photographed. Plating efficiencies (PE) were determined by dividing the number of colonies by the initial number of seeded cells. The survival fraction was calculated by dividing the PE of the irradiated group by that of the non-irradiated group. All experimental procedures were performed in triplicate.

### Flow cytometric assessment of cellular apoptosis in reaction to radiation

Flow cytometric analysis was utilized to evaluate the proportion of cells undergoing apoptosis. The detailed experimental procedures are outlined in the preceding Sect^14^.. All experiments were performed in triplicate.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Standard TRIzol RNA extraction protocol (Invitrogen, Carlsbad, CA, USA) was employed to extract total RNA. Following total RNA extraction using the standard TRIzol protocol (Invitrogen, Carlsbad, CA, USA), cDNA synthesis was performed using PrimeScript RT Reagent (TaKaRa, Japan). Subsequent quantitative real-time polymerase chain reaction (qRT-PCR) was conducted on a 7500 Real-time PCR System (Applied Biosystems, Carlsbad, CA, USA) with AceQ qPCR SYBR^®^ Green Master Mix (Vazyme, Biotech, Co.,Ltd). The expression level of GAPDH was employed as the internal control for NR4A1. The primer sequences utilized in this study were as follows: NR4A1 forward sequence, 5′-CACCCACTTCTCCACACCT-3′, and reverse forward sequence, 5′-TCCCCACACACAGCACA-3′. For GAPDH, the forward primer sequence was 5′-TGCACCACCAACTGCTTAGC-3′, and the reverse primer sequence was 5′-GGCATGGACTGTGGTCATGAG-3′. The manufacturer’s instructions were followed at each step.

### Western blotting analysis

Western blot assays were performed under standard conditions^15^. The primary antibodies utilized are detailed in Supplementary Table 1.

### Cell transfection

The NR4A1 overexpression plasmid and corresponding negative controls were designed and synthesized by GenePharma (Shanghai, China). Transfection was performed using Lipofectamine 3000 Reagent (Invitrogen, USA) according to the manufacturer’s recommendations. After 48 h of transfection, the efficiency of transient transfection was evaluated through qRT-PCR analysis.

### Cell migration and invasion assays

A 6.5 mm chamber with 8 μm pores (Corning Costar Corp., USA) was used to assess the migratory and invasive abilities of GC cells. For the migration assay, 2 × 10^4 transfected GC cells were seeded into the upper chamber containing 200 µl of serum-free RMPI-1640 medium. The lower chamber was supplemented with 500 µl of RMPI-1640 medium enriched with 10% fetal bovine serum (FBS), serving as a chemoattractant. Following a 24-hour incubation period, cells that had traversed to the lower surface were fixed and stained with 1% crystal violet for 30 min.

In parallel, invasion assays were conducted by pre-coating the upper chamber with 0.1 ml of Matrigel (at a concentration of 50 µg/ml, BD Biosciences, USA) prior to cell seeding. The subsequent procedural steps were identical to those of the migration assay. All experiments were executed in triplicate to ensure reproducibility of results.

### Animal experiments

In the tumor xenograft model, 20 female nude mice were randomly assigned to four groups: NR4A1-vector-NC, oe-NR4A1-NC, NR4A1-vector-Radiotherapy, and oe-NR4A1-NC. Stable cells (1 × 10^6^ cells/100 µl of PBS) were injected into the flanks of the nude mice in their respective groups. Tumor volume was assessed every 4 days and calculated using the formula: volume = (length × width ^ 2)/2. Upon reaching a tumor volume of 50 mm^3, four fractions of radiation (2 Gy/f) were administered to the tumors, and the mice were sacrificed 14 days after the completion of radiation exposure. Lead shields were employed to mitigate radiation injury.

For the metastasis model, the remaining 12 mice were randomly assigned to four groups: vector-NC, oe-NR4A1-NC, vector-Radiotherapy, oe-NR4A1-Radiotherapy, (*n* = 3/group). Stable cells (1 × 10^6^ cells/100 µl of PBS) were intravenously injected into the tail vein of mice.

After 5 weeks, the occurrence of distant metastasis was monitored using an IVIS imaging system (Caliper Life Sciences, Hopkinton, MA, USA). Isoflurane was used for euthanasia. Mice were exposed to a high concentration of isoflurane (5% − 6% for induction in a closed chamber, followed by maintenance at 3% − 4% until death). This concentration was maintained until the absence of heartbeat and respiratory movements, as well as fixed and dilated pupils, confirmed the death of the animals.

This study received approval from the Institutional Animal Care and Use Committee of Southeast University (Approval No.20220208009). All experiments described in this manuscript were conducted in strict accordance with relevant guidelines and regulations. In addition, this study is reported in full compliance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### Immunohistochemistry

All specimens, comprising GC tissues and their paired normal counterparts, were initially preserved in 4% formaldehyde before being encased in paraffin. Subsequent to the inhibition of endogenous peroxides and proteins, sections measuring 4 micrometers were subjected to an overnight incubation at 4 °C with primary antibodies targeting Ki-67, sourced from Abcam. Following a thorough PBS rinse, the slices underwent a 1-hour incubation at 37 °C with an HRP-conjugated secondary antibody and were then treated with a 3,3’-diaminobenzidine solution for 3 min to render the staining visible. Nuclei received a counterstain of hematoxylin. The tumor sections were examined blindly. Three disparate fields were chosen at random to gauge the proportion of tumor positivity and the intensity of cellular staining.

### Statistical analysis

Every experiment was conducted independently a minimum of three times. The experimental data are presented as mean ± standard deviation (SD) and were statistically analyzed using GraphPad Prism 8.0. Pearson χ2 tests were employed for the comparison of clinicopathological results. The comparison between the treated group and the control group was conducted using Student’s t-test and ANOVA. Statistical significance was defined as a p-value < 0.05.

## Results

### MKN45-R and AGS-R radiation-resistant cells are established and the radiation-resistant ability of MKN45-R is verified

To establish a representative preclinical in vitro cell model, this study employed the classic gastric cancer cell lines MKN45 and AGS. The parental MKN45 and AGS cells underwent exposure to a segmented dose gradient of 2, 2, 4, 4, 6, 6, 8, 8, 10, 10 Gy of radiation, and the whole selection procedure was completed over 5 months. For the generation of a stable and viable resistant cell line, cells underwent meticulous culturing and stable passaging. When subjected to the dual influence of tumor circulation and radiation, cells underwent a dynamic process involving apoptosis, survival, and the development of resistance with an increase in accumulated radiation dose. Ultimately, radiation-resistant cells became the predominant component.

To assess the impact of radiation dose on the radiation sensitivity of cells, we initially conducted a cell clone formation experiment. The results revealed that post-radiation, MKN45-R and AGS-R cell colonies exhibited increased survival, with larger colonies compared to their parental counterparts (Fig. 1A-C, Supplementary Fig. 1A-B). Furthermore, we investigated the effect of ionizing radiation (IR) on the growth of GC cells by subjecting MKN45-R and AGS-R, along with their parental cells, to varying doses of radiation. Illustrated in Fig. 1F-K, MKN45-R and AGS-R cells, along with their parental counterparts, exhibited comparable growth patterns in the absence of ionizing IR exposure. Nevertheless, upon exposure to IR at 4 Gy or higher, a significant divergence in cell growth became evident. The survival curve data were further analyzed using an improved linear multi-target single-hit model, yielding radiobiologically relevant parameters (Fig D-E). As shown in Table 1, in radioresistant (RR) cells, the radioresistant indicators - including the 37% dose slope (D0), quasi-threshold dose (Dq), mean inactivation dose (MID), and surviving fraction at 2 Gy irradiation (SF2) - were all increased.

**Fig. 1:**
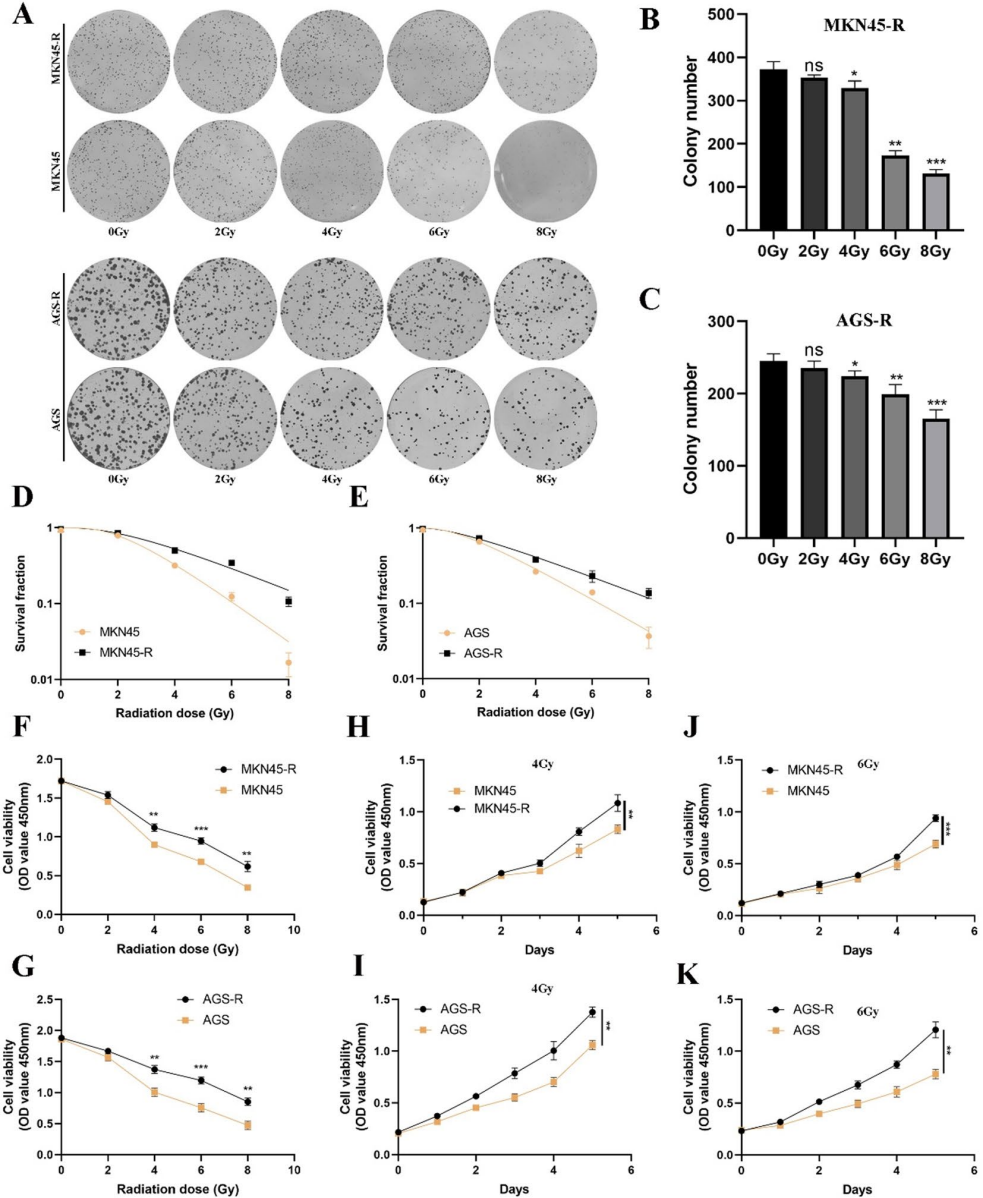
Radioresistant MKN45 and AGS cells with radioresistance (MKN45-R AGS-R) cells are established and validated. (**A**, **B** and **C**) Colony formation assay to evaluate the proliferation capacity of MKN45-R and AGS-R cells and their parental cells under different radiation doses. (**D** and **E**) Survival curve data of MKN45-R and AGS-R with their parental cells. (**F**-**K**) CCK-8 assay to evaluate the proliferation capacity of MKN45-R and AGS-R cells and their parental cells after exposure to different radiation doses. Statistical analysis was performed by SPSS software using Student’s t-test. *p < 0.05, **p < 0.01, and ***p < 0.001 indicated significant differences.

**Table 1:** Comparison of survival curve model parameters between parental cells (MKN45/AGS) and radioresistant cell lines (MKN45-R/AGS-R).

Cell lines	D_0_	Dq	*N*	α/β	SF2	MID	*R* ^2^
MKN45	1.619	2.421	4.460	0.899	0.502	2.48	0.982
MKN45-R	2.812	2.793	2.700	5.314	0.599	3.31	0.977
AGS	2.021	1.645	2.257	4.108	0.636	3.54	0.990
AGS-R	2.992	1.654	1.738	9.438	0.693	4.49	0.991

### NR4A1 expression is decreased in MKN45-R and AGS-R cells compared to the parental cells

We employed high-throughput mRNA sequencing to delineate differential mRNA expression profiles between radioresistant cells and their parental counterparts. 

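The sequencing data held 1 library of MKN45 and 1 library of MKN45-R. The libraries are named by their sample labels, and the identity of the cells was not tested here. The paper uses MKN45 as a human gastric cancer line, and MKN45-R as a line derived from it by repeated irradiation, to a cumulative dose of 60 Gy in the methods. AGS and AGS-R libraries were not analysed here. The reads assigned to genes totalled 13930350 in MKN45 and 13878826 in MKN45-R, over 15328 genes. The submitters' processing notes name HTSeq for counting reads per gene, DESeq for the comparison and GRCh38 as the genome build. The aligner, the annotation release and the use of strand in counting are not given in the sources used here. The authors' deposited table gives a count per gene and line that was divided by a size factor, and each value is a whole multiple, to within 1e-06, of the smallest one in its column, so that the count behind it could be read back. Its columns carry letters instead of line names. They were assigned by the direction of the table's fold change and by the numbers of lower and higher genes printed in Fig. 2A. All 231 genes that the authors called have the same direction in another deposited table whose columns carry the names of the lines.
For each gene, the ratio of MKN45-R over MKN45 was taken with an exact (Clopper-Pearson) 95% interval. That interval covers counting error only and compares 2 libraries. In simulated libraries with an assumed coefficient of variation of 20% between cultures, it held the true ratio for 40.9% of genes. With 1 library per line there is no spread between replicates, so no difference reported from these data has a replicate check. No p-value was computed here for any gene, and comparisons over gene lists describe these 2 libraries only. A gene was counted as lower or higher when its ratio was at least 2-fold, its mean normalized count was at least 10 and its interval excluded 1. A gene list, fixed before the data were examined, was described by its median log2 fold change and by the percentile of that median among 10000 random lists of the same size and mean count. It was said to stand apart when it lay outside the middle 95% of the random lists. Most lists with at least 3 measured members stood apart by this rule, so standing apart is not rare in these data. The random lists were drawn gene by gene and were not matched on gene length, GC content or shared regulation, which makes the rule lenient.
Fold changes followed gene length and GC content across the 12382 genes with a mean count of at least 10. Gene length here is the value deposited by the authors, which for genes such as CENPE is far below the span from start to end. It need not equal the length of the sequenced transcript, so removing its trend need not remove a transcript length bias. The median log2 fold change was -0.39 in the shortest 10% of genes and 0.24 in the longest. It was 0.30 in the 10% with the lowest GC content and -0.21 in the 10% with the highest. A second set of fold changes, with both fitted trends removed, was therefore computed after the data had been seen.

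**Figure D1:**
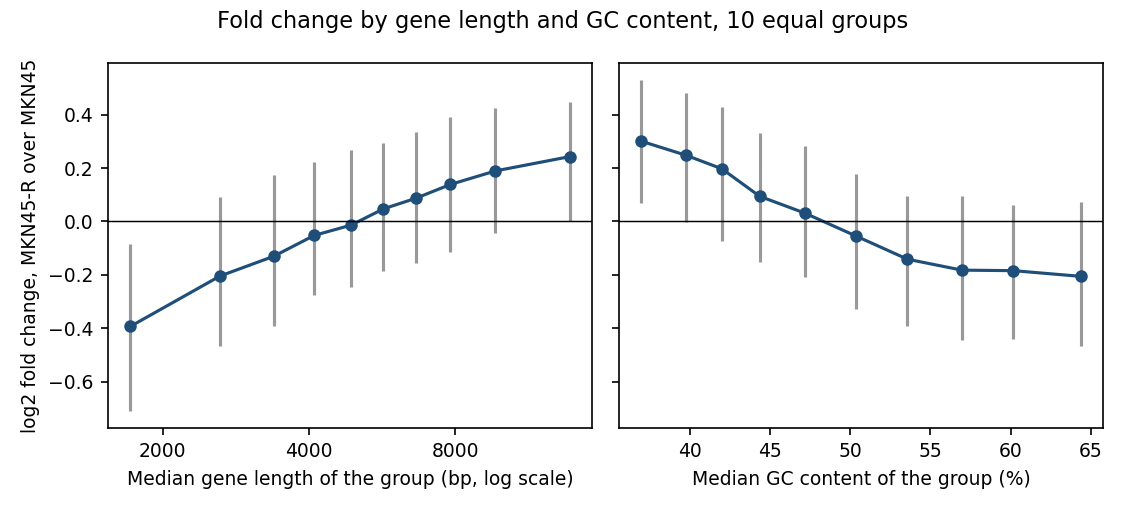
Median log2 fold change of MKN45-R over MKN45 (points) and its middle 50% (bars) in 10 equal groups of genes ordered by gene length in bp, left, and by GC content of the longest transcript in percent, right. The medians run from -0.39 to 0.24 with length and from 0.30 to -0.21 with GC content.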

Our results revealed 151 downregulated mRNAs and 80 upregulated mRNAs, taking into account both a fold change > 1.0 and *p* < 0.05 (Fig. 2A). Among these expression profiles, specific differentially expressed genes associated with tumor occurrence or development, including the acquisition of radiation resistance, were identified. This observation suggests the potential contribution of differentially expressed genes to the acquired radioresistance in GC, warranting further investigation. 

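The genes named first here are the 10 with the largest falls and the 10 with the largest rises among those with a mean count of at least 50. EGR1, a zinc finger transcription factor on chromosome 5 of GRCh38 from 138465479 to 138469303, was 145-fold (interval 108 to 201) lower, with 6155 counts in MKN45 and 43 in MKN45-R. FOS was 27.8-fold (interval 23.0 to 33.8) lower and EGR2 was 19.7-fold (interval 8.15 to 62.0) lower, the latter with 5 counts left in MKN45-R. CCN2, a secreted matricellular protein, was 8.89-fold lower, FOSB was 8.83-fold lower and JUN was 6.62-fold lower. The chemokine CXCL2 was 7.26-fold lower, the cytokine IL6 was 5.29-fold lower, the stress-induced cytokine GDF15 was 4.65-fold lower and ATF3 was 4.60-fold lower.
Of the rises among genes with that mean count, CENPE, a kinesin of the kinetochore on chromosome 4 from 103105349 to 103198445, was 3.28-fold (interval 2.90 to 3.72) higher in MKN45-R, and ASPM, a spindle pole protein, was 2.87-fold (interval 2.71 to 3.05) higher. Both are long by the deposited gene length, 9928 and 10888 bp, which is far below their span from start to end. With the length and GC trends removed they were 2.49-fold and 2.20-fold higher. NEXN, an actin-binding protein, was 3.03-fold higher, the phosphate transporter SLC34A3 was 2.99-fold higher and PPFIA4 was 2.91-fold higher. MSH5 (3.86-fold), AHRR (3.71-fold), YJEFN3 (3.39-fold), NPIPB3 (2.93-fold) and PSMA2 (2.85-fold) complete the 10 largest rises at that mean count. These 5 genes share exons with another gene on the same strand in GENCODE 29, and NPIPB3 also belongs to a family of near-identical copies, so their counts are uncertain.
By the size rule, 351 genes were lower and 268 were higher, of 12382 genes kept. The ratio was at least 4-fold for 43 of the lower genes and 20 of the higher genes, and these higher genes all had a mean count below 50. At the paper's thresholds, read as an absolute log2 fold change above 1, the authors' deposited table holds 151 lower and 80 higher genes, which matches Fig. 2A. Those numbers were also used to assign the columns, so the match is not a separate check. All 151 and all 80 were also called by the size rule, which uses the same counts and the same 2-fold cut. With the p adjusted for multiple tests in place of p, the authors' deposited table holds 13 lower and 0 higher genes. With the length and GC trends removed, the size rule gave 233 lower and 269 higher genes. In simulated libraries with an assumed coefficient of variation of 20% between cultures, the size rule called 337 unchanged genes.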

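Immediate early genes, which are transcribed within minutes of a growth factor or stress signal, were lower in MKN45-R as a group. Of 31 measured members, not counting NR4A1, 22 were lower, none was higher and 9 did not meet the size rule. Their median log2 fold change was -1.41, lower than any of the 10000 random lists, and -1.29 with the length and GC trends removed. The authors' deposited table calls 20 of them lower at the paper's thresholds. JUNB, a partner of FOS in the AP-1 complex, had 5075 counts in MKN45 and 1125 in MKN45-R. DUSP1, a phosphatase of MAP kinases, had 15255 and 3836 counts, while MYC had 3137 and 2398 counts and did not meet the rule.
Of 17 NF-kB and inflammatory genes, 7 were lower, none higher and 10 did not meet the size rule, and the list's median was -0.45 (percentile 0.09 of the random lists), and -0.40 with the trends removed. PTGS2, the inducible cyclooxygenase, was 3.19-fold (interval 2.90 to 3.52) lower and IL1B was 5.07-fold (interval 2.70 to 10.4) lower. Over the members with a mean count of at least 50, the list's median was -0.18 and did not stand apart.
Of 23 interferon-stimulated genes, 4 were lower, none higher and 19 did not meet the size rule (median -0.35, percentile 0.06 of the random lists). The ubiquitin-like protein ISG15 was 3.03-fold lower, OASL was 2.70-fold lower, OAS2 was 2.67-fold lower and IFI6 was 2.10-fold lower. With the trends removed the list's median was -0.31, but ISG15 and IFI6, which are short, were then 1.83-fold and 1.26-fold lower and did not meet the rule.
Of 17 mesenchymal genes, 3 were lower, none higher and 14 did not meet the size rule (median -0.29, percentile 0.88 of the random lists, and -0.36 with the trends removed). The calcium-binding protein S100A4 was 2.21-fold lower, but 1.37-fold with the trends removed, which does not meet the size rule. SNAI2 and ITGA5 had log2 fold changes of -0.69 and -0.51. The 13 epithelial genes had a median of -0.11 (0.07 with the trends removed), within the range of random lists. Of that list's 20 members, 18 were among the genes counted, and those with a mean count below 10 were left out. KRT19 was left out, with 0 counts in MKN45 and 1 in MKN45-R, while KRT8 had 23486 and 20778. Whether such levels fit MKN45 was not tested here.
Of 17 genes of the integrated stress response, 2 were lower, none higher and 15 did not meet the size rule (median -0.54, lower than any of the 10000 random lists, and -0.27 with the trends removed). CHAC1, a glutathione-degrading enzyme, was 2.29-fold lower, and DDIT3, which overlaps other genes on both strands, was 2.37-fold lower. With the trends removed they were 1.75-fold and 1.69-fold lower, and neither met the rule.

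**Figure D2:**
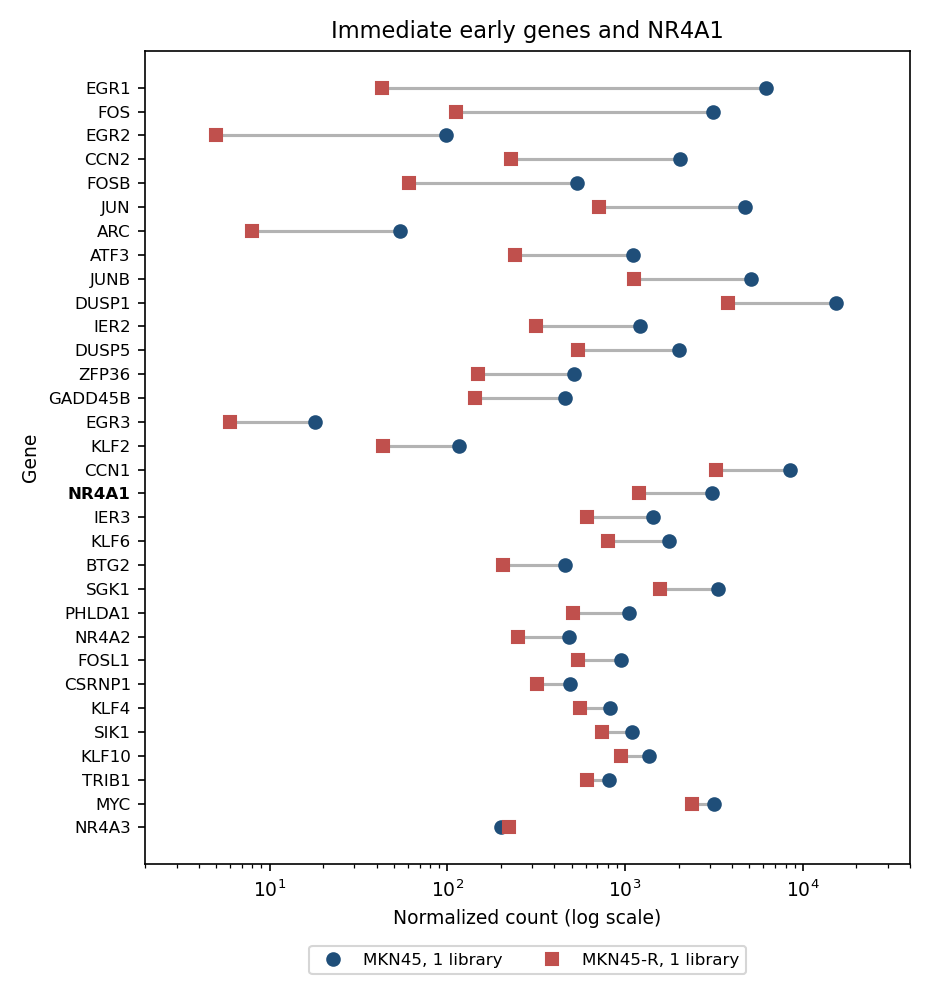
Normalized counts (log scale) of 31 immediate early genes and NR4A1 in the single MKN45 library (circles) and the single MKN45-R library (squares), with a line joining the 2 values of each gene. All genes drawn except NR4A3 lie lower in MKN45-R.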

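Among genes that act in the response to radiation, the median of the p53 targets lay below random lists and the medians of the homologous recombination and G2/M genes lay above them, with and without the length and GC trends, although most members of each list did not meet the size rule. Of 26 p53 target genes, 5 were lower, none higher and 21 did not meet the size rule, with a median log2 fold change of -0.35 (percentile 0.02 of the random lists), and -0.32 with the length and GC trends removed. CDKN1A, the inhibitor of cyclin-dependent kinases known as p21, was 3.08-fold (interval 2.86 to 3.31) lower. PMAIP1, a BH3-only activator of apoptosis, was 2.63-fold (interval 2.37 to 2.93) lower and BTG2, which is also among the immediate early genes, was 2.22-fold (interval 1.88 to 2.63) lower, but 1.91-fold with the trends removed, which does not meet the rule. MDM2 had a log2 fold change of 0.14, which turned to -0.18 with the trends removed, and did not meet the rule.
Of 17 pro-apoptotic genes, 1 was lower, none higher and 16 did not meet the size rule (median -0.39, percentile 0.11 of the random lists). The member that was lower is PMAIP1. BIK and BMF had log2 fold changes of -0.85 and 0.66, and of -0.16 and 0.76 with the trends removed. With the length and GC trends removed the list's median was -0.16 and no longer stood apart. The 9 anti-apoptotic genes had a median of 0.04 (-0.14 with the trends removed), within the range of random lists.
Of 20 genes of homologous recombination, 0 were lower, 2 higher and 18 did not meet the size rule (median 0.46, higher than any of the 10000 random lists, and 0.34 with the trends removed). BRCA2, a long gene, was 2.05-fold (interval 1.76 to 2.39) higher, but 1.54-fold with the trends removed, which does not meet the size rule. RAD54B, which shares exons with FSBP, was 2.83-fold (interval 1.76 to 4.72) higher. XRCC2 and the helicase BLM had log2 fold changes of 0.89 and 0.86. The 15 genes of non-homologous end joining had a median of 0.22 and the 16 genes of the DNA damage checkpoint a median of 0.18. Neither list stood apart, and 1 of the end-joining genes was lower by the size rule.
Of 21 G2/M genes, 0 were lower, 4 higher and 17 did not meet the size rule (median 0.42, percentile 99.99 of the random lists, and 0.39 with the trends removed). MKI67, the proliferation antigen Ki-67, was 2.23-fold (interval 2.16 to 2.31) higher and the kinetochore protein CENPF was 2.25-fold (interval 2.15 to 2.35) higher. Both are among the longest genes of the list, and with the trends removed they were 2.01-fold and 1.79-fold higher, so that CENPF no longer met the rule. The mitotic kinesin KIF11 had a log2 fold change of 0.96. The 20 G1/S genes had a median of 0.02, within the range of random lists, but 0.12 with the trends removed, which stands apart.

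**Figure D3:**
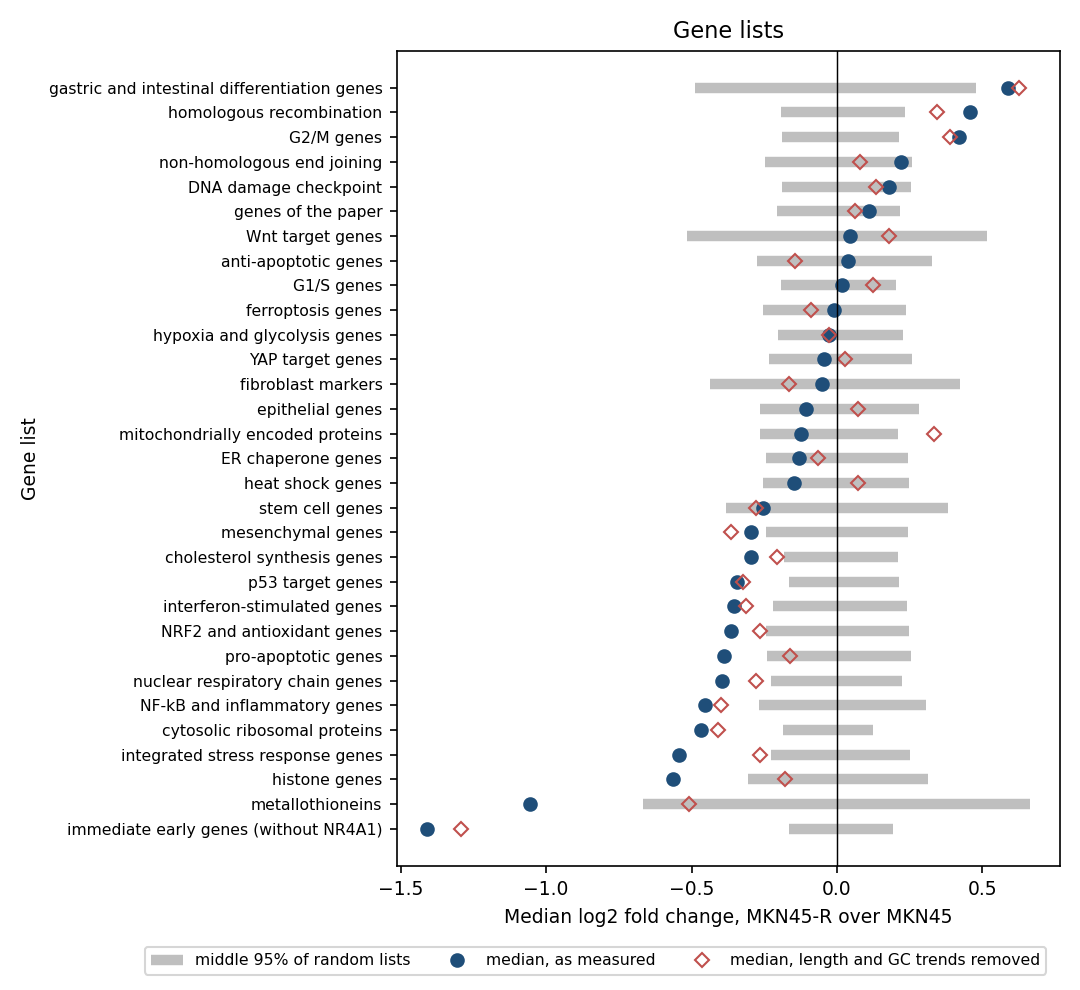
Median log2 fold change of MKN45-R over MKN45 for each gene list with at least 3 measured members, as measured (filled circles) and with the length and GC trends removed (open diamonds). Grey bars span the middle 95% of the random lists for the values as measured. The immediate early genes lie lowest, at -1.41. Gastric and intestinal differentiation genes, homologous recombination and G2/M lie above their grey bars, at 0.59, 0.46 and 0.42. The first of these had 8 measured members, and its median turned below 0 under other minimum counts.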

Despite the limited research on NR4A1 in tumor biology, our study indicates a significant downregulation of NR4A1 in radiation-resistant cell lines compared to their parental cells, demonstrating a significant reduction of approximately 2.5-fold, validated by qRT-PCR and Western blot experiments (Fig. 2B-C, Supplementary Fig. 1 C). This finding hints at a potential role for NR4A1 in acquired radiation resistance in GC, necessitating further in-depth exploration.

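In the sequenced MKN45 pair, NR4A1, an orphan nuclear receptor, was 2.56-fold (interval 2.40 to 2.74) lower in MKN45-R. NR4A1 (ENSG00000123358) lies on the plus strand of chromosome 12 of GRCh38 from 52022832 to 52059507, and GENCODE 29 gives the gene the same bounds. Its normalized count was 3074 in MKN45 and 1198 in MKN45-R, from 3052 and 1207 counts. The log2 fold change was -1.36 (interval -1.46 to -1.26), and -1.29 with the length and GC trends removed. Among the 1000 genes nearest in mean count, 3 had a lower log2 fold change. NR4A1 is itself an immediate early gene, and 22 of 31 other measured immediate early genes were lower as well. Such genes respond to serum, density and handling within an hour. With 1 culture sequenced per line, growth or harvest of the cultures cannot be told apart from selection by irradiation. An annotated gene on the opposite strand overlaps its exons, and reads of the 2 cannot be told apart if strand was not used in counting. In the authors' deposited table, made with DESeq, NR4A1 has p = 0.000978 and adjusted p = 0.397.
In the NR4A family, NR4A2 went the same way and was 1.94-fold (interval 1.66 to 2.26) lower, just short of the size rule, with 479 and 251 counts. NR4A3 had a log2 fold change of 0.14, with 200 and 223 counts. Of the 18 genes that the paper measures or discusses, NR4A1 and CDKN1A were lower, MKI67 was higher and 15 did not meet the rule. Among the latter, BAX had a log2 fold change of -0.54 and H2AX of 0.08. The end-joining genes XRCC5 and PRKDC had log2 fold changes of 0.24 and 0.32, and MTA1 and HDAC2 of 0.29 and 0.19. The control genes GAPDH and ACTB were at -0.10 and -0.11. With the length and GC trends removed, HDAC2 turned to -0.21, GAPDH to 0.24 and ACTB to 0.04, while BAX was at -0.22, H2AX at 0.54, XRCC5 at 0.12, PRKDC at 0.078 and NR4A3 at 0.057. The paper also measured NR4A1 by qRT-PCR and Western blot (Fig. 2B-C). It reports a significantly lower level in each resistant line, AGS-R as well as MKN45-R, than in the matching parental line. The paper states that its experiments were repeated independently. From the lower expression in the radioresistant cells it proposes a potential role of NR4A1 in acquired radiation resistance, to be explored further. Its later evidence comes from overexpressing NR4A1, in irradiated MKN45-R and AGS-R cells and in mice.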

**Fig. 2:**
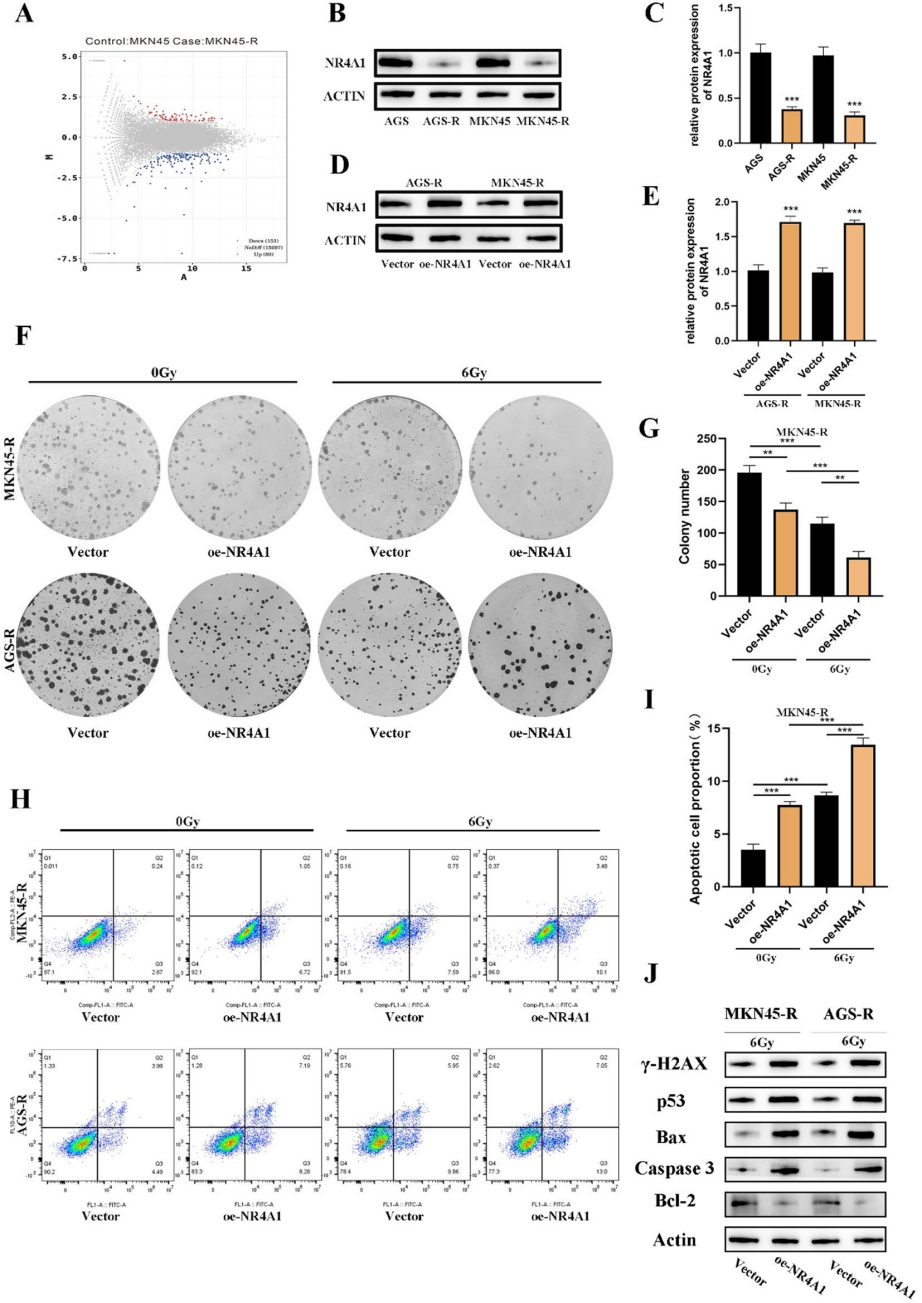
NR4A1 overexpression in MKN45-R and AGS-R cells results in increased sensitivity to irradiation. (**A**) The expression of NR4A1 in the radioresistant MKN45-R and AGS-R cells and their parental cells was analyzed by second-generation sequencing technology. (**B**-**E**) The expression of NR4A1 in the radioresistant cells and their parental cells was detected by quantitative reverse transcription-polymerase chain reaction (qRT-PCR) and Western blot analysis. (**F** and **G**) A representative image of colony formation assay by crystal violet staining in MKN45-R and AGS-R gastric cancer cells and their parental cells with or without 6 Gy X-ray irradiation. (**H**-**I**) Apoptosis of GC cells MKN45 AGS and radioresistant cells MKN45-R AGS-R after exposure or non-exposure to 6 Gy X-ray irradiation for 72 h. Apoptosis was detected by flow cytometry using Annexin V-FITC/PI staining. (**J**) Changes in the expression levels of the γ-H2AX, P53, Bax, Caspase and Bcl2 was detected by Western blot. The results were expressed as the mean ± S.D of three independent experiments. Statistical analysis was performed by SPSS software using Student’s t-test. *p < 0.05, **p < 0.01, and ***p < 0.001 indicated significant differences.

### The ectopic expression of NR4A1 in MKN45-R and AGS-R cells can enhance their irradiation sensitivity

By inducing overexpression of NR4A1 in radioresistant GC cells, specifically MKN45-R and AGS-R, our aim is to explore the potential role of NR4A1 in the radiation biology of GC. In an in vitro experimental approach, we introduced an overexpression vector containing NR4A1 into the RR cells MKN45-R and AGS-R, alongside a corresponding control vector. The successful elevation of NR4A1 expression was confirmed through quantitative reverse transcription-polymerase chain reaction (qRT-PCR) and Western blot analyses (Fig. 2D-E, Supplementary Fig. 1D). Subsequently, in a colony formation assay, it was observed that the survival rate of MKN45-R and AGS-R cells with NR4A1 overexpression was markedly diminished compared to the control cells upon exposure to 6 Gy radiation (Fig. 2F-G, Supplementary Fig. 1E). The assessment of cellular apoptosis demonstrated a significant increase in the apoptosis rate in MKN45-R and AGS-R cells overexpressing NR4A1 after exposure to 6 Gy irradiation, in comparison to the control cells (Fig. 2H-I, Supplementary Fig. 1 F). Western blot analysis revealed that NR4A1 overexpression markedly increased the protein expression levels of p53 and cleaved caspase-3, accompanied by a significant elevation in the Bax/Bcl-2 ratio (Fig. 2J). These findings collectively demonstrate that NR4A1 triggers apoptosis in irradiated cells, suggesting its critical role in enhancing radiation-induced cell death through activation of the intrinsic apoptotic pathway.

### NR4A1 facilitates GC cell metastasis in vitro and in vivo

Metastasis is a prominent hallmark of GC. During the cell culture process, we observed a distinctive behavior in RR cells, where they exhibited a tendency to disperse from each other during growth, in contrast to their parental cells. In our study, we explored the correlation between NR4A1 gene expression and the in vitro metastatic capacity of GC cells. Transwell experiments unveiled a significant reduction in the invasive capacity of cells overexpressing NR4A1 in both AGS-R and MKN45-R (Fig. 3A-C). Additionally, in wound healing experiments, the migration rate of the NR4A1 overexpression group showed a noticeable enhancement following exposure to 6 Gy radiation (Fig. 3D-F). These results present compelling evidence, prompting additional investigation into the involvement of NR4A1 in the migration of GC cells. Western blot analysis revealed that NR4A1 overexpression significantly upregulated E-cadherin expression while concurrently downregulating N-cadherin and vimentin protein levels in gastric cancer cells (Fig. 3G). These data collectively suggest that NR4A1 exerts a potent inhibitory effect on the epithelial-mesenchymal transition (EMT) process, as evidenced by the restoration of epithelial markers and suppression of mesenchymal markers.

**Fig. 3:**
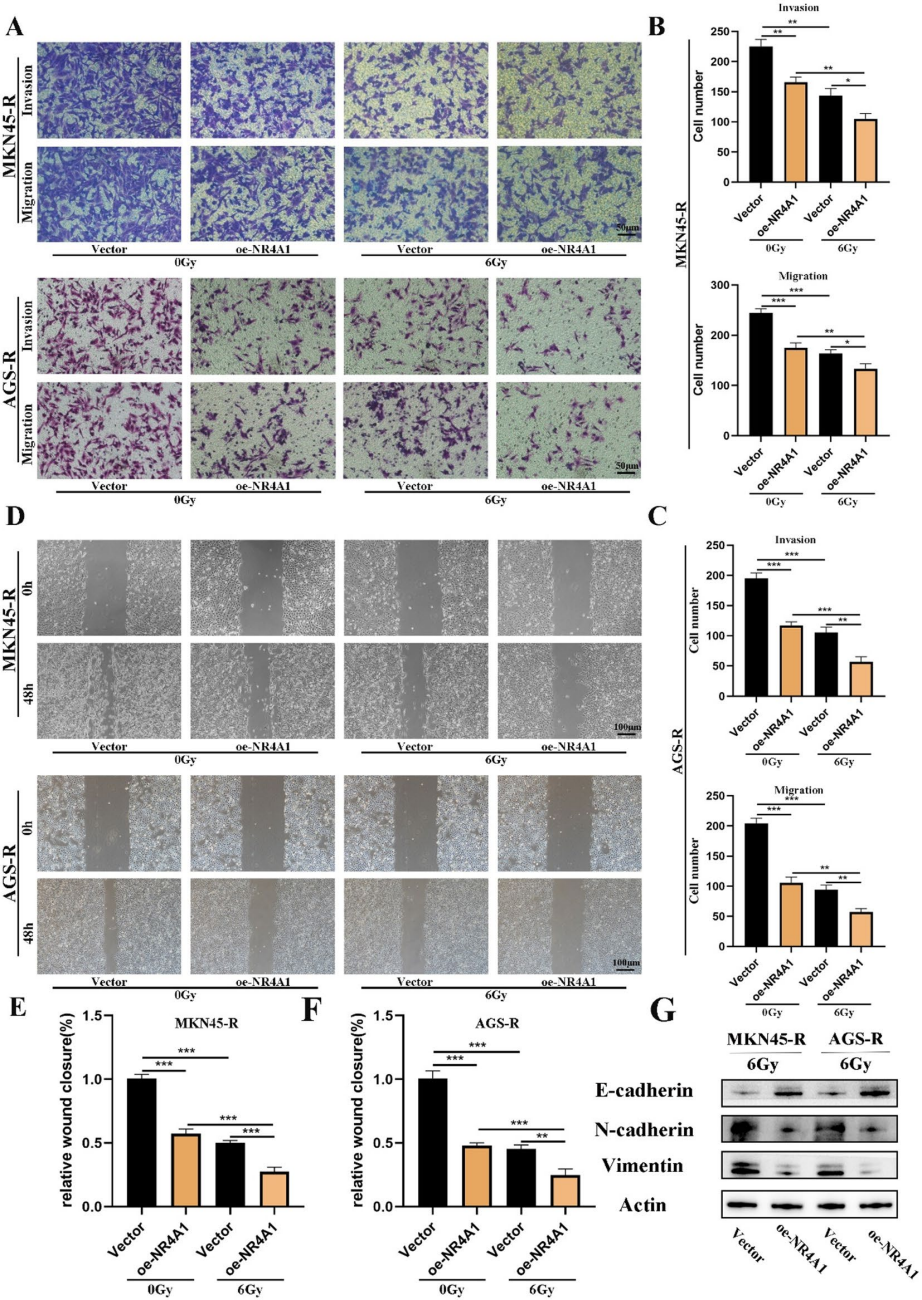
NR4A1 facilities migration and invasion of GC in vitro. (**A**-**C**) Transwell assays were performed under conditions with or without 6 Gy X-ray irradiation to examine the effects of NR4A1 on GC cell migration and invasion. (**D**, **E, F** and **G**) Wound healing assay for NR4A1 in GC cell migration without 6 Gy X-ray irradiation. Statistical analysis was performed by SPSS software using Student’s t-test. *p < 0.05, **p < 0.01, and ***p < 0.001 indicated significant differences.

### NR4A1 attenuated GC cell proliferation and metastasis in vivo

To elucidate the in vivo effects of NR4A1, we established subcutaneous tumor and lung metastasis models. Evidently, within the subcutaneous model, the tumor weight exhibited a significant reduction in the NR4A1 overexpression group as opposed to the control group under radiation exposure (Fig. 4A-B). The NR4A1-overexpressing tumors exhibited lower levels of Ki-67 (Fig. 4C-D). Certainly, these results affirm the crucial role of NR4A1 in modulating the proliferation of GC cells under radiation exposure. Subsequently, we delved into the impact of NR4A1 on tumor metastasis. Stable transfected cells were intravenously injected into nude mice, and fluorescence signals were assessed after 5 weeks. The outcomes demonstrated a notable decrease in lung metastasis among mice exhibiting NR4A1 overexpression in comparison to the control group (Fig. 4E-F).

**Fig. 4:**
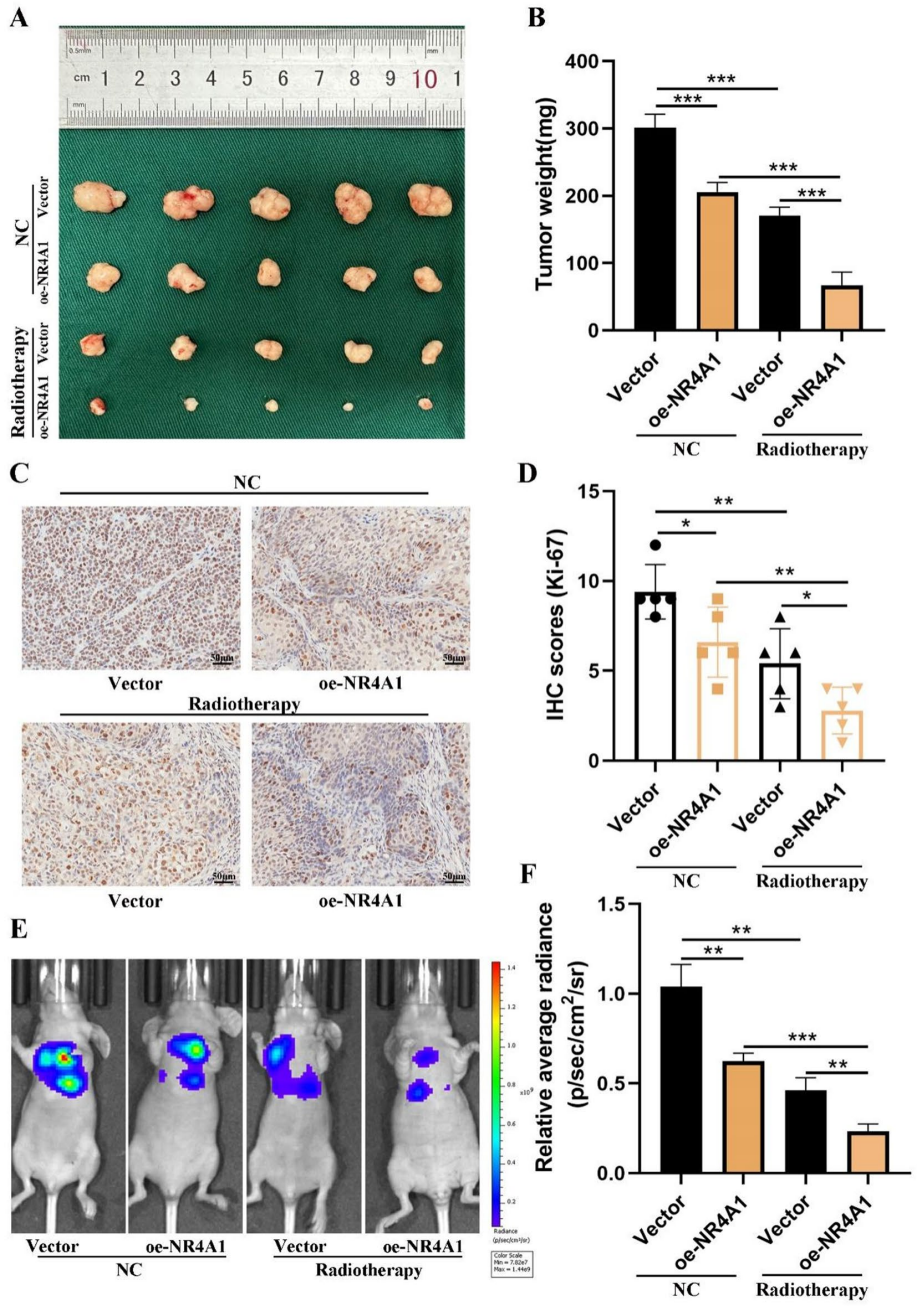
NR4A1 facilities the proliferation and metastasis of gastric cancer cells in vivo. (**A**-**D)** Tumor size after the tumors were harvested. Representative images of the expression and distribution of Ki-67 in gastric cancer tissue and corresponding normal tissue by IHC. Scale bar = 50 μm (left), scale bar = 25 μm (right). Error bars, mean ± SD. *P < 0.05; **P < 0.01. (**E** and **F**) Representative photographs of tumours were taken by IVIS Imaging System from different groups. Statistical analysis was performed by SPSS software using Student’s t-test. *p < 0.05, **p < 0.01, and ***p < 0.001 indicated significant differences.

## Discussion

Gastric cancer (GC), a highly malignant disease, is frequently diagnosed at advanced stages, significantly limiting treatment options^16–18^. Recent diagnostic trends indicate that over three-quarters of patients with gastric cancer are identified at an advanced stage, characterized by tumor invasion into the muscularis propria or regional lymph nodes, correlating with survival probabilities ranging from 20% to 50%^19^. Surgery is no longer feasible for approximately half of these patients. Consequently, treatment strategies have increasingly focused on multimodal approaches encompassing radiotherapy (RT) and chemotherapy. The evolution of RT in the therapeutic landscape of GC has been notable, particularly following the seminal publication by John et al. in 2001 within the New England Journal of Medicine. The INT0116 trial delineated therein marked a paradigm shift, repositioning RT from a mere palliative approach to a critical adjunctive therapy within the framework of multidisciplinary management of GC^20^. This trial marked a paradigm shift, transitioning RT from a primarily palliative approach to a crucial adjunctive therapy within multidisciplinary GC management.

The clinical process of GC radiotherapy resistance is a critical aspect that warrants comprehensive exploration. Radioresistance can lead to local treatment failure and recurrence, driven by multiple factors. These include: radiation-induced DNA damage repair, cell cycle arrest, evasion of apoptosis, and the presence of cancer stem cells. Additionally, alterations in cancer cells and their microenvironment, exosomal and non-coding RNA activity, metabolic reprogramming, and ferroptosis contribute significantly to radioresistance^21,22^. Hence, there is a pressing need to investigate novel strategies to overcome GC resistance. In this context, it is significant that upregulation of NR4A1 has been shown to enhance the sensitivity of GC cells to RT.

In this investigation, we initially established two radioresistant cell lines. Subsequent in vitro and in vivo experiments revealed that NR4A1 was downregulated in RR cells. Simultaneously, the upregulation of NR4A1 was found to enhance the radiosensitivity of GC cells. The involvement of NR4A1 in cancer progression and metastasis has been thoroughly examined. NR4A1 knockout mice demonstrate a swift onset of acute myeloid leukemia, and NR4A1 is proficient in inducing apoptosis in GC cells^9,23^. Additionally, NR4A1 serves as a tumor suppressor, governing the malignant characteristics of cervical cancer cells and instigating apoptosis in cervical cancer cells^24^. In the context of therapeutic resistance, NR4A1 is transcriptionally repressed by MTA1 through its interaction with histone deacetylase 2 (HDAC2), thereby reducing chemosensitivity^12^. Notably, in hepatocellular carcinoma cells, radiation-induced suppression of NR4A1 was observed to diminish cellular radiosensitivity^13^. Interestingly, NR4A1-knockout murine models exhibited more severe radiation-induced cutaneous damage post-irradiation^25^. This phenomenon may stem from tissue-specific regulatory mechanisms, consistent with the paradoxical roles of NR4A1 across different biological systems. Correspondingly, this study delineates the role of NR4A1 in modulating radiation responses in GC cells, demonstrating that NR4A1 enhances radiosensitivity by augmenting radiation-induced apoptosis.

DNA double-strand breaks (DSBs) are widely recognized as the most lethal form of DNA damage and represent the primary cause of cell death induced by IR^26^. IR-induced DSBs can result in three distinct biological consequences: (1) Faithful repair, enabling cellular survival with restored genomic integrity; (2) Apoptotic elimination, occurring when DSBs exceed repair capacity, thereby preventing propagation of damaged DNA; (3) Error-prone repair or persistent damage, which may induce genomic instability and serve as a potential precursor to malignant transformation. In Wu’s study, NR4A1 can bind to p53 and block MDM2-mediated ubiquitination and degradation, thereby enhancing p53 stability^27^. NR4A1 physically interacts with Ku80 and inhibits its DNA end-binding activity, thereby delaying DSB repair in hepatocellular carcinoma cells. Meanwhile, NR4A1 directly suppresses the DNA end-binding activity of Ku80, preventing DNA-dependent protein kinase (DNA-PK) from binding to DNA^13^. However, DNA-PK can still phosphorylate NR4A1. This phosphorylation, in turn, enhances the effect of NR4A1 on IR-induced p53 transcriptional activity in a DNA-PK-dependent manner. A feedback loop may exist between DNA-PK and NR4A1 to modulate p53 phosphorylation. In this mechanism, DNA-PKcs phosphorylates NR4A1, and the modified NR4A1 then promotes DNA-PK-mediated p53 phosphorylation via protein interactions. In this study, we found that NR4A1 enhances p53 expression and significantly induces apoptosis in GC cells both with and without IR following IR. Therefore, we speculate that the DNA-PK and NR4A1 feedback loop may serve as a potential therapeutic target to overcome radioresistance in GC. Our preliminary data suggesting potential interactions between NR4A1 and radioresistance-associated genes present a novel avenue for understanding the mechanisms underlying radioresistance. However, how NR4A1 mediates its contradictory role in repression of repair factors with its own phosphorylation by DNA-PK remains to be elucidated.

To address this, the genomic binding profile of NR4A1 will be mapped by ChIP-seq to determine whether NR4A1 directly regulates p53 target genes such as BAX and CDKN1A. Site-specific mutagenesis assay was used to verify the effect of DNA-PK-mediated phosphorylation on NR4A1 function. In addition, the strategy of combining targeting DNA-PK with NR4A1, such as inhibitor + agonist, to test its efficacy in overcoming radioresistance in an in vivo model has significant translational value.

Metastasis is a critical life-threatening event in gastric cancer (GC) patients. The persistence of cancer cells driving metastatic progression remains a major therapeutic challeng^16,17^. GCs have been reported to display therapeutic resistance as well as a high metastatic capacity^15^. To investigate NR4A1’s potential role in metastasis, we intravenously injected GC cells overexpressing NR4A1 into mice. Notably, these mice exhibited significantly fewer pulmonary metastatic nodules compared to controls injected with non-overexpressing cells. These results suggest NR4A1 may suppress GC metastasis. Thus, further exploration of NR4A1’s role in GC metastasis holds promise for advancing cancer therapeutics.

This study has several limitations. We currently lack a comprehensive mechanistic understanding of how NR4A1 enhances the radiosensitivity of GC cells. Further research has been incorporated into our plan. Defining the genome-wide binding landscape of NR4A1 in gastric cancer cells and elucidating its paradoxical role in DNA repair mechanisms represent critical priorities for our future work. Moreover, due to the limited number of pathogens, we were unable to collect a sufficient number of tissue samples, resulting in a lack of corresponding clinical correlation analysis. We will continue to collect samples in the future, and the clinical relevance analysis will further confirm the practical significance of this research. Furthermore, clinical trials investigating NR4A1 as a radiosensitization target in GC radiotherapy also hold significant clinical importance. The combination of these approaches may potentially enable GC patients to achieve improved prognosis.

To summarize, our study outcomes indicate a crucial involvement of NR4A1 in the RR of GC cells. Therefore, focusing on this pathway specifically may provide a biologically driven strategy to enhance the effectiveness of radiotherapy. Following functional radiobiological assays and an analysis of NR4A1 in a retrospective cohort of patients treated with RT, there is potential for the identification of novel predictive biomarkers for radiation response in GC.

## Conclusion

In conclusion, the study indicates that the downregulation of NR4A1 induced by radiation might be a key factor in the development of radiotherapy resistance in gastric cancer. This discovery opens avenues for potential biomarkers and strategies to improve the prognosis of GC patients.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

All data generated or analyzed during this study are included in this article and available from the corresponding author upon reasonable request. Sequencing data supporting the findings have been deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE286081.

# Supplementary material for: NR4A1 expression aberrations contribute to radiotherapy resistance in gastric cancer
**Source:** Sci Rep. 2025 Oct 17;15:36394. doi: 10.1038/s41598-025-20348-4
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Table 1. Antibodies used for Western blot**

| antibody | company/provider(Dilution ratio) |
| --- | --- |
| β-actin | Proteintech (1:5000) |
| anti-NR4A1 | Proteintech (1:1000) |
| anti-Ki67 | Proteintech (1:16000) |
| γ-H2AX | Abcam (1:5000) |
| p53 | Proteintech (1:2000) |
| Bax | Proteintech (1:5000) |
| Caspase3 | Proteintech (1:1000) |
| Bcl-2 | Proteintech (1:1000) |
| E-cadherin | Proteintech (1:5000) |
| N-cadherin | Proteintech (1:2000) |
| Vimentin | Proteintech (1:3000) |

# Supplementary material for: NR4A1 expression aberrations contribute to radiotherapy resistance in gastric cancer
**Source:** Sci Rep. 2025 Oct 17;15:36394. doi: 10.1038/s41598-025-20348-4
**Supplement:** Supplementary file 2 — Supplementary Material 2

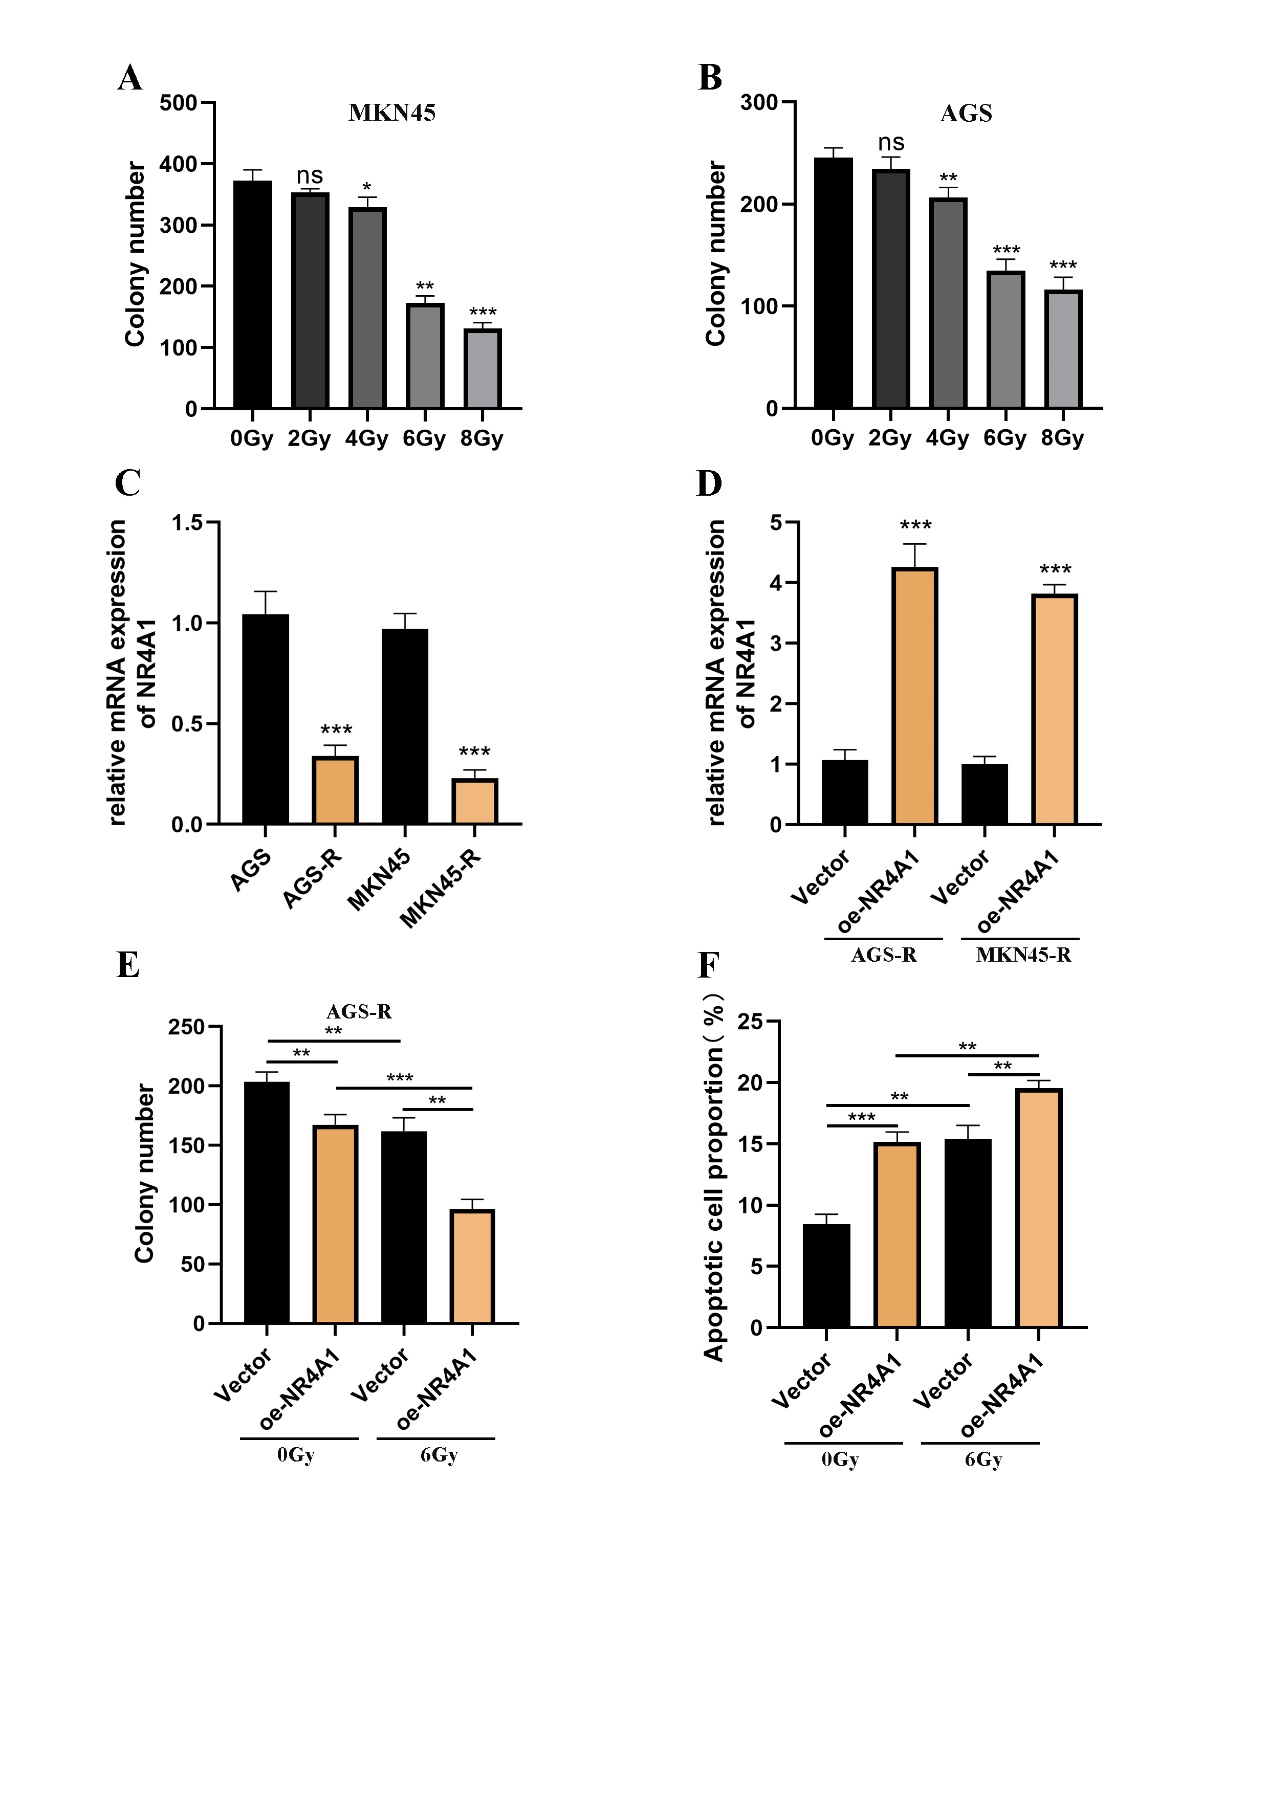
Supplementary Figure 1 A and B The number of colony formation of MKN45 and AGS cells decreased gradually with the increase of radiation dose.C The expression of NR4A1 was significantly reduced in the radioresistant cell lines MKN45-R and AGS-R compared with their parental cells. D The expression of NR4A1 was significantly increased in MKN45-R and AGS-R cells after overexpressing NR4A1. E The number of colony formation of AGS-R cells overexpressing NR4A1 was significantly reduced under 0Gy and 6Gy X-ray irradiation. F The proportion of apoptosis in AGS-R cells overexpressing NR4A1 was significantly increased under 0Gy and 6Gy X-ray irradiation.

# Supplementary material for: NR4A1 expression aberrations contribute to radiotherapy resistance in gastric cancer
**Source:** Sci Rep. 2025 Oct 17;15:36394. doi: 10.1038/s41598-025-20348-4

Fig2B

NR4A1

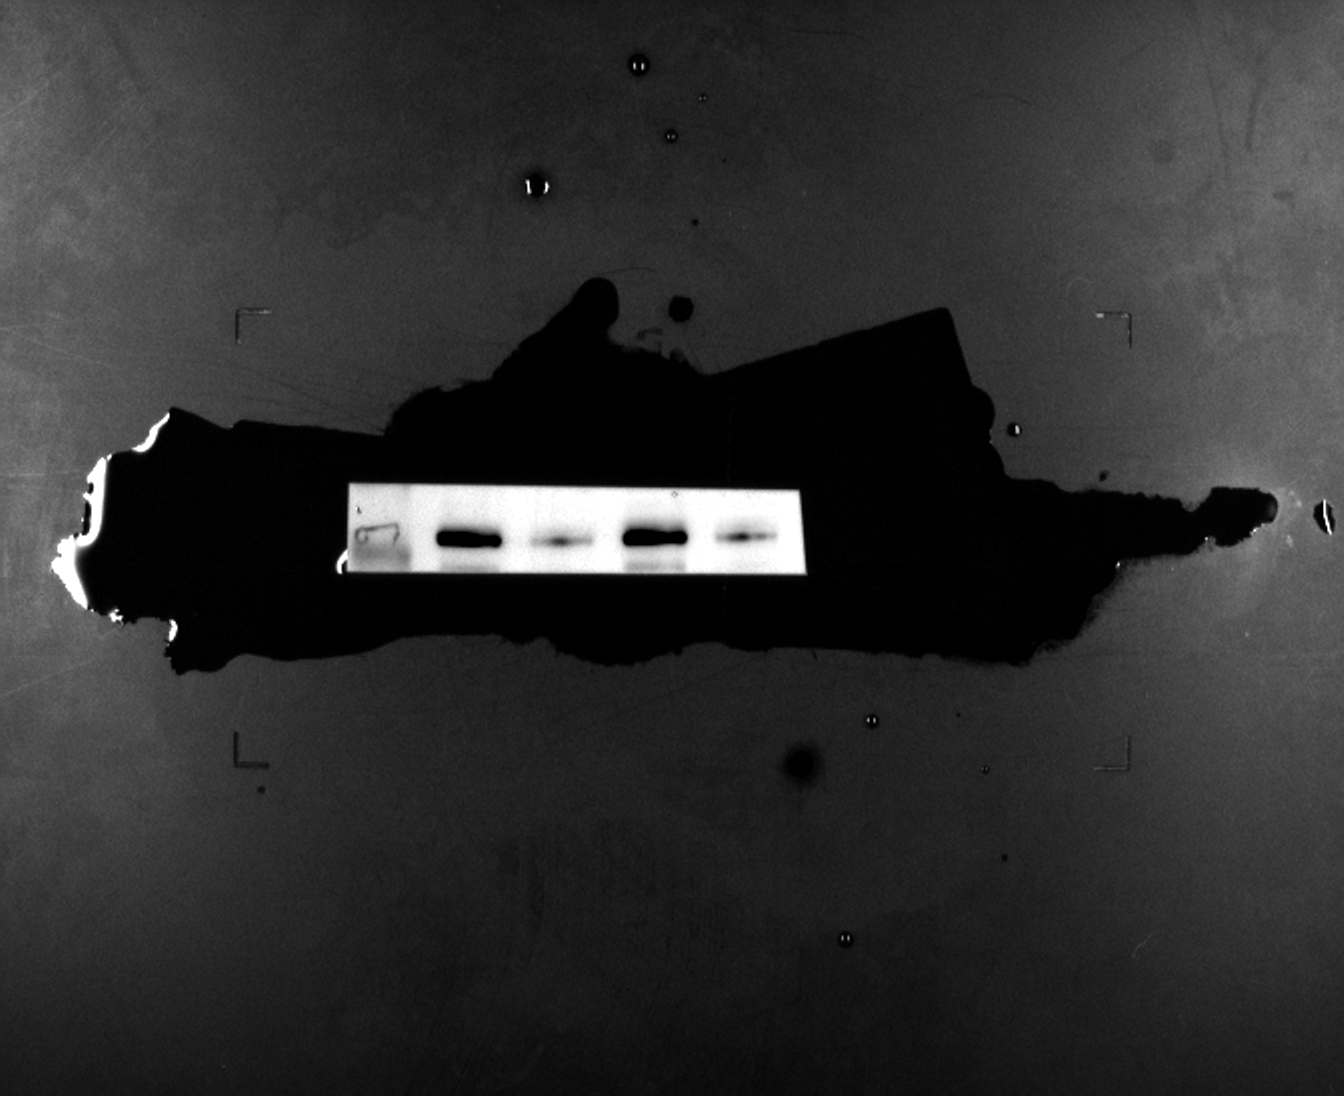

Actin

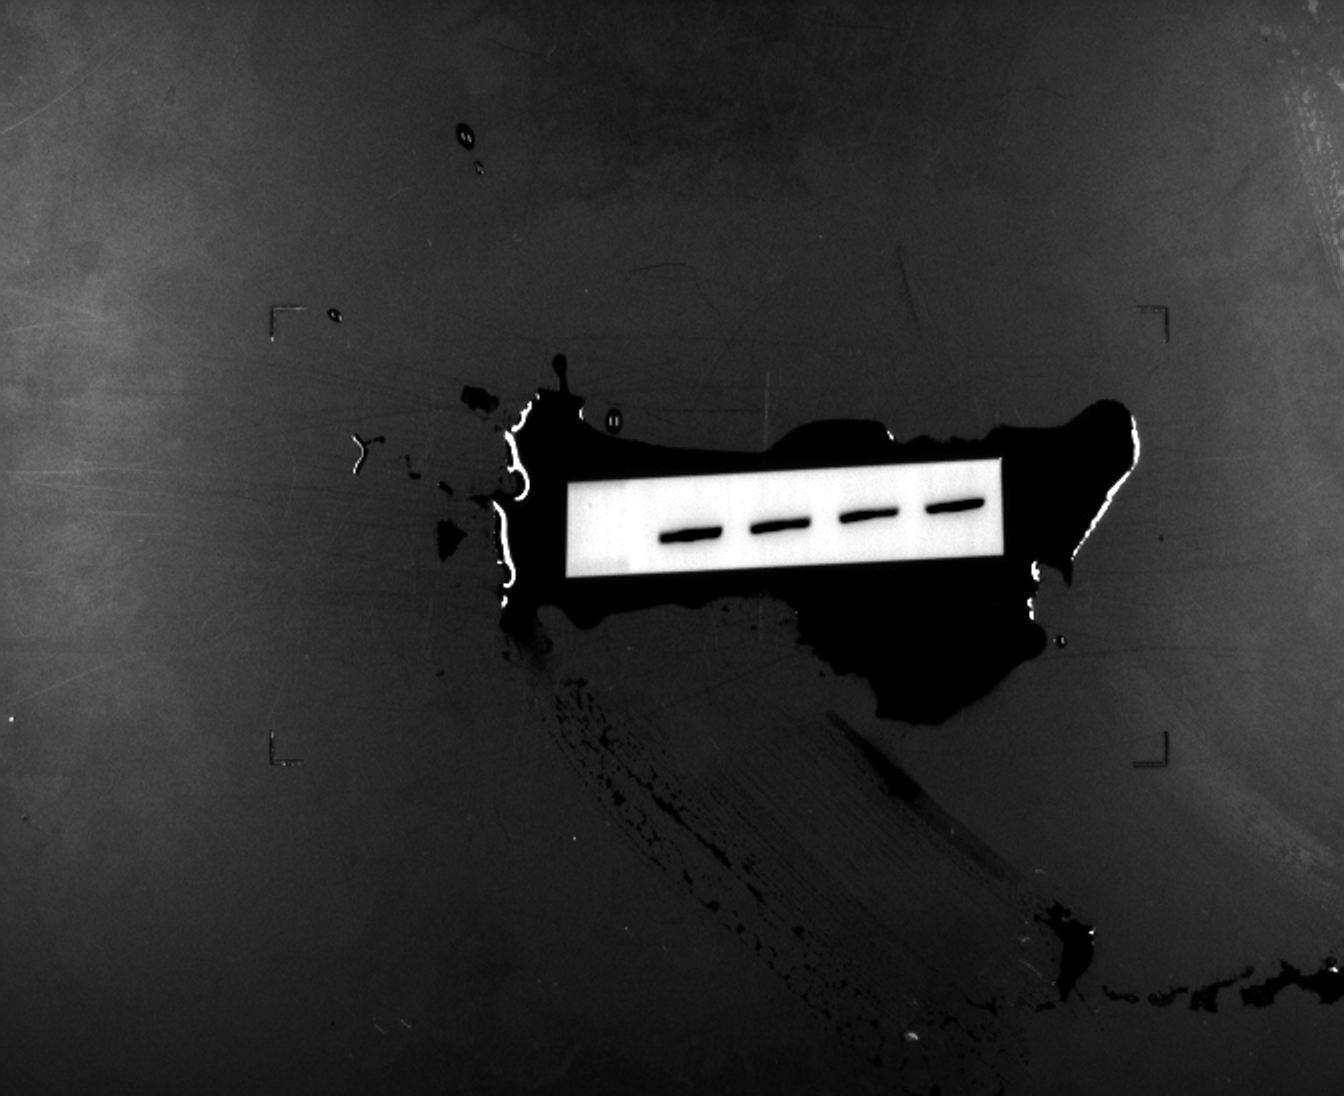

Fig 2D

NR4A1

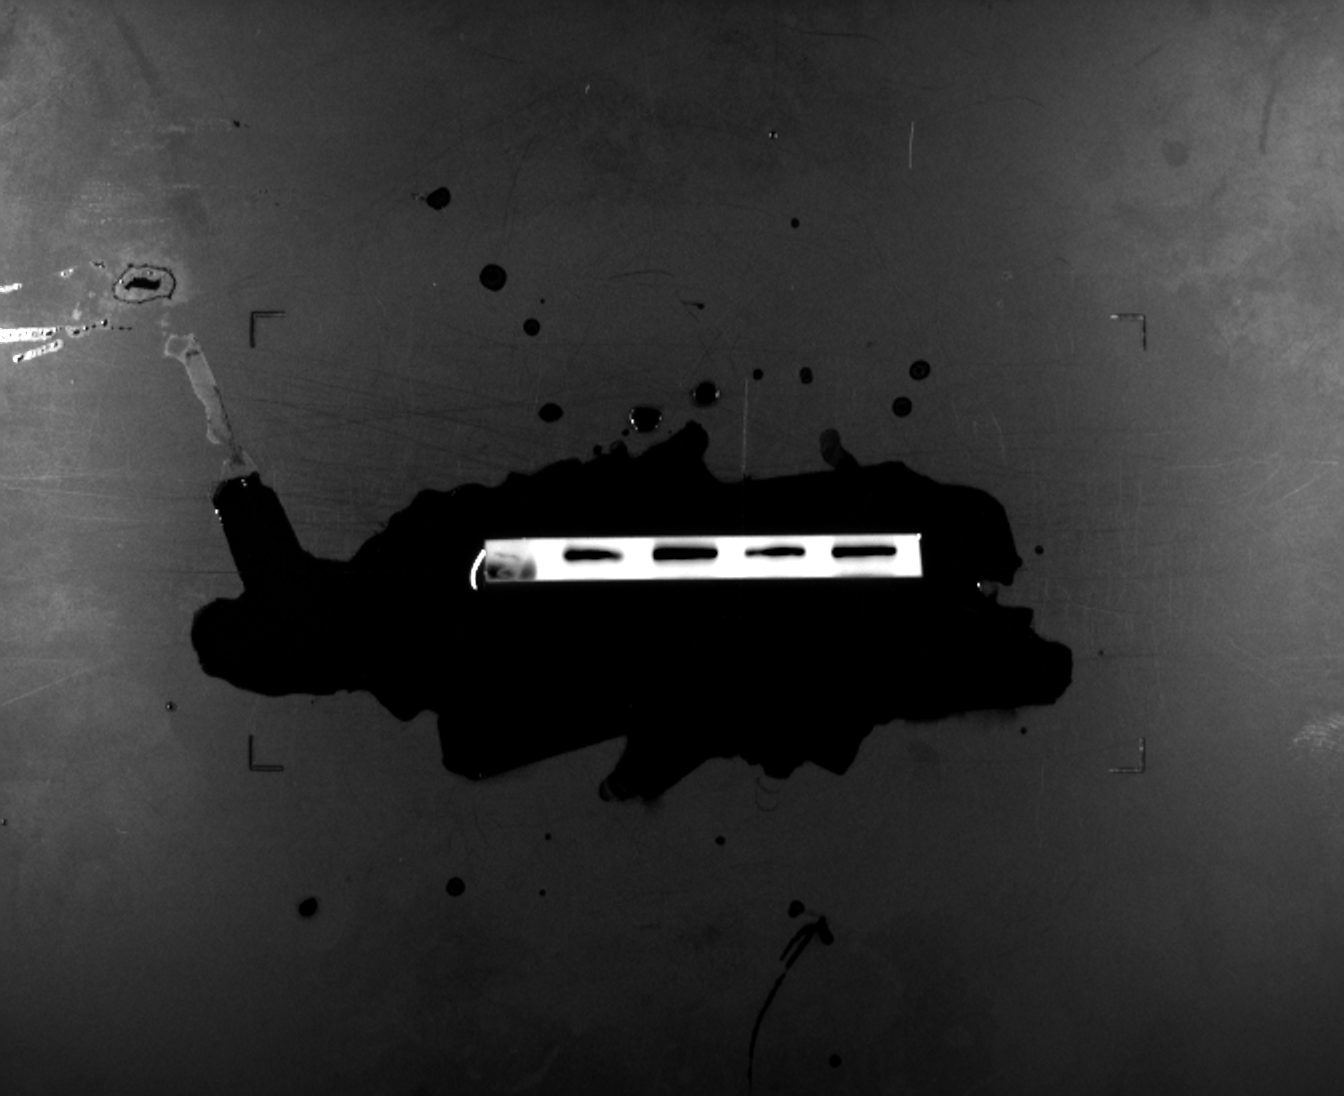

Actin

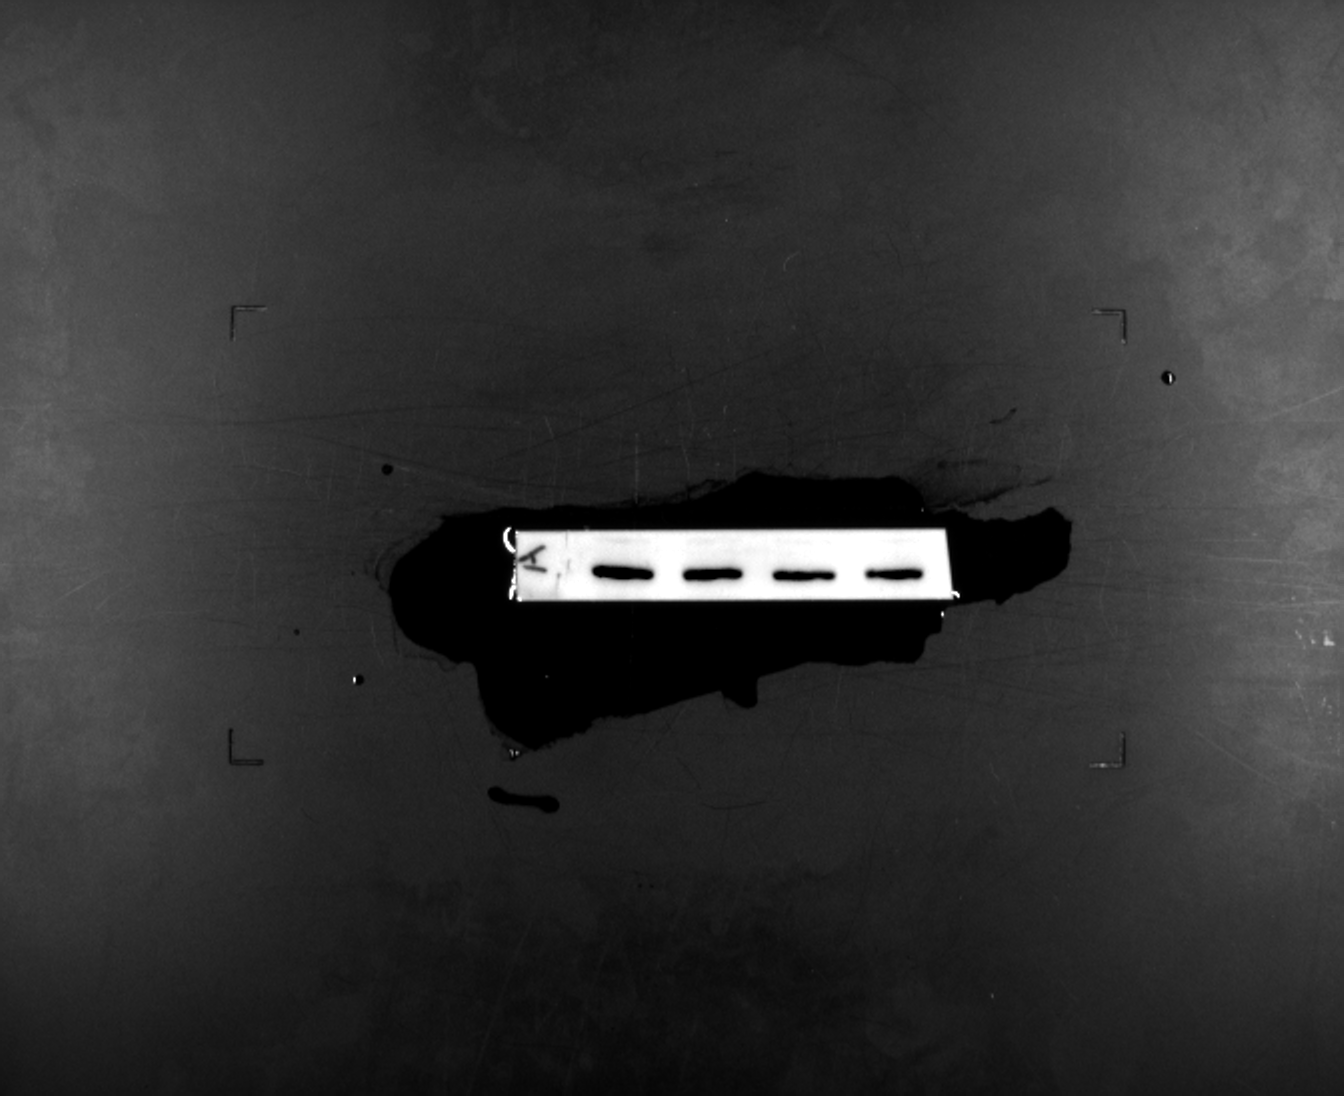

Fig2J

γ-H2AX

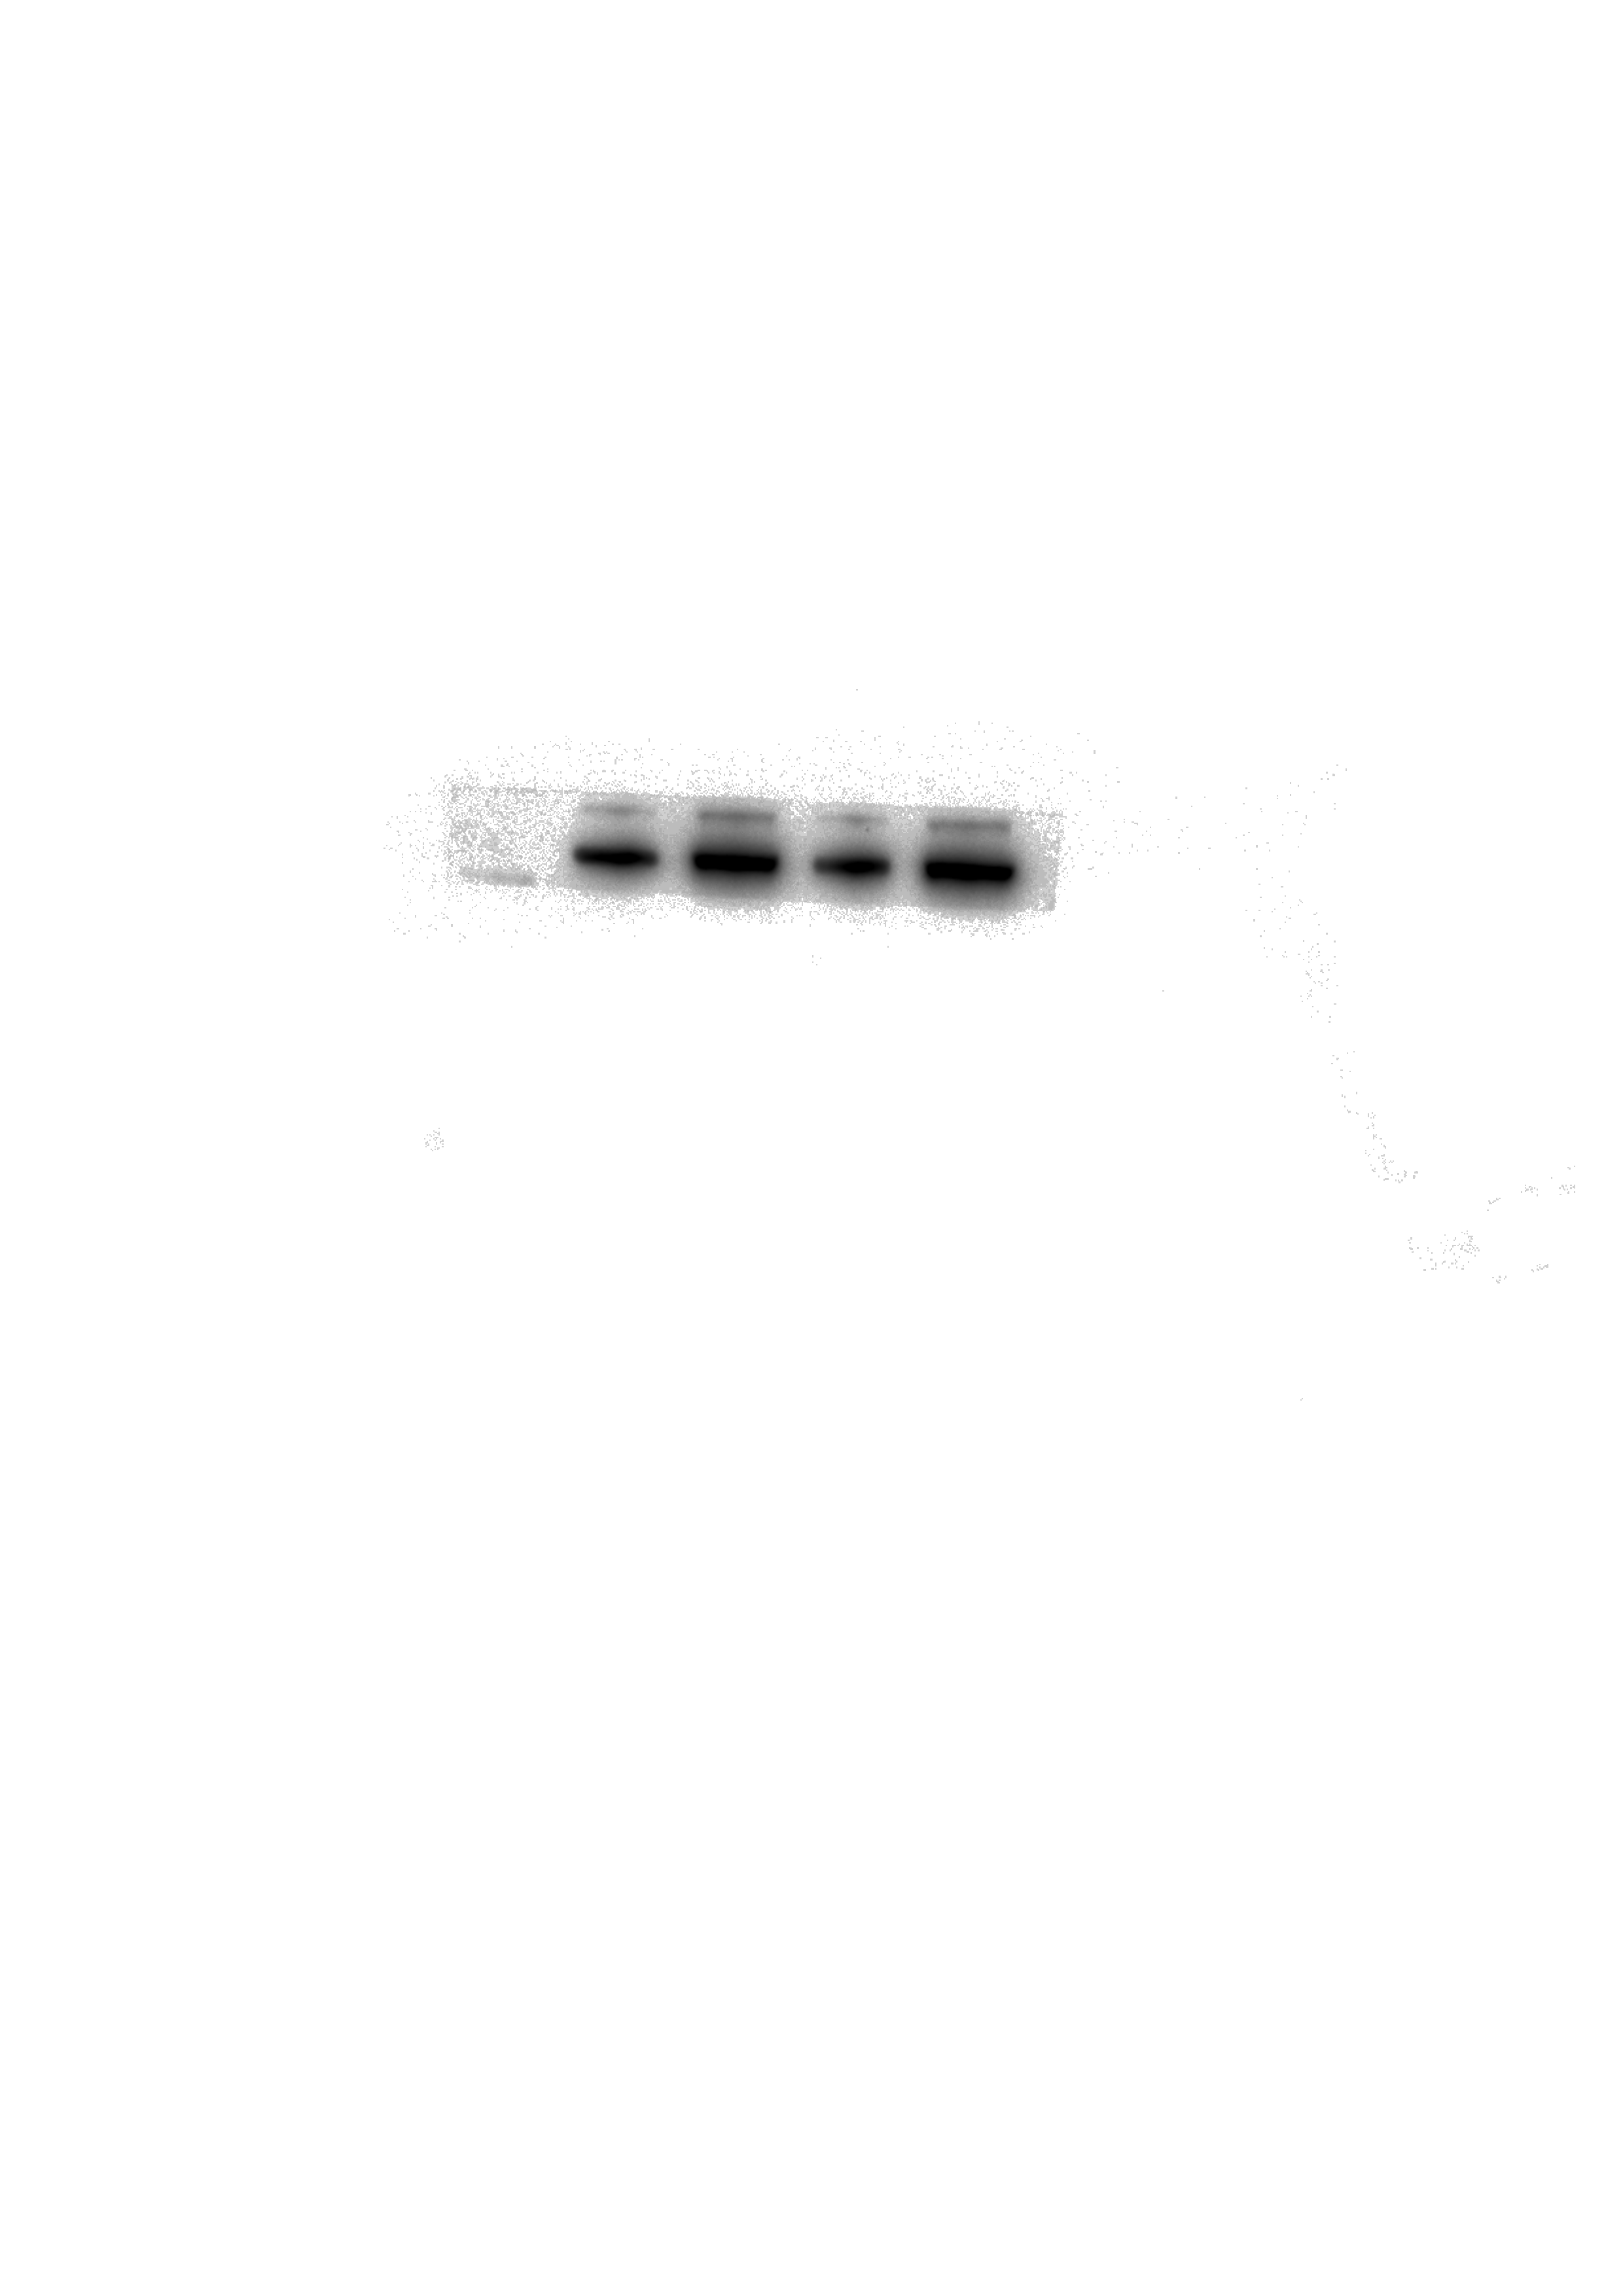

P53

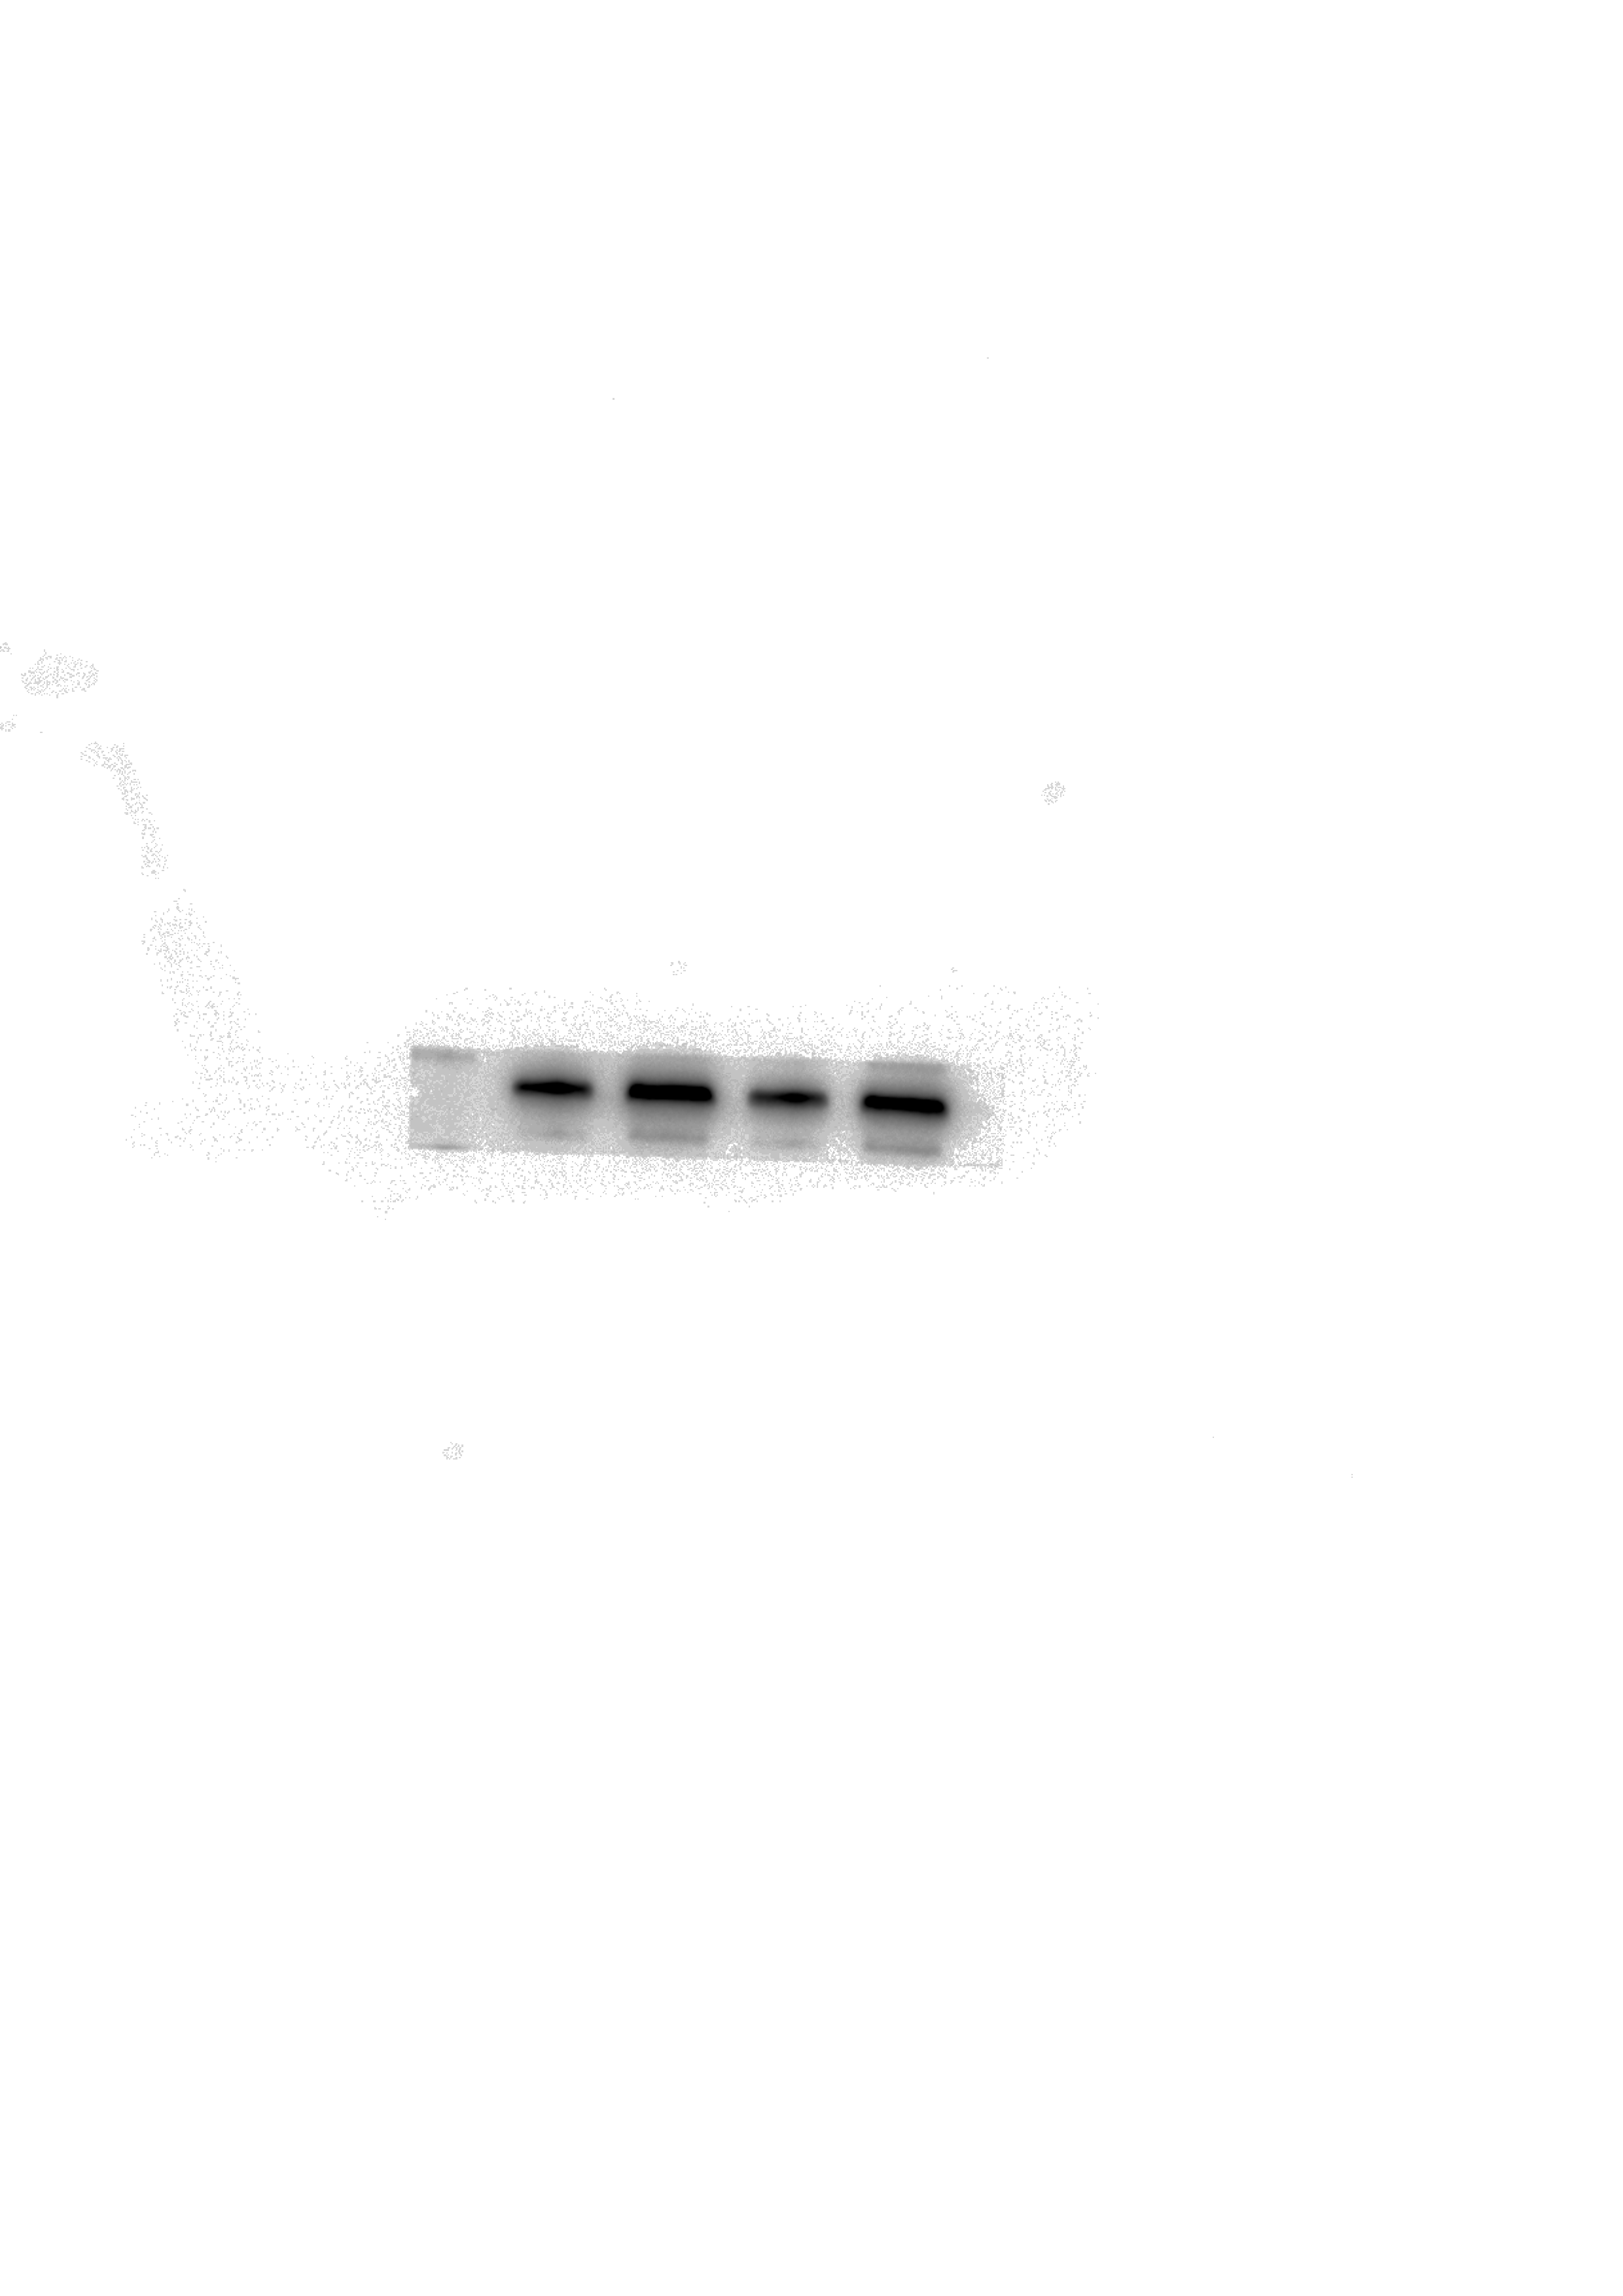

Bax

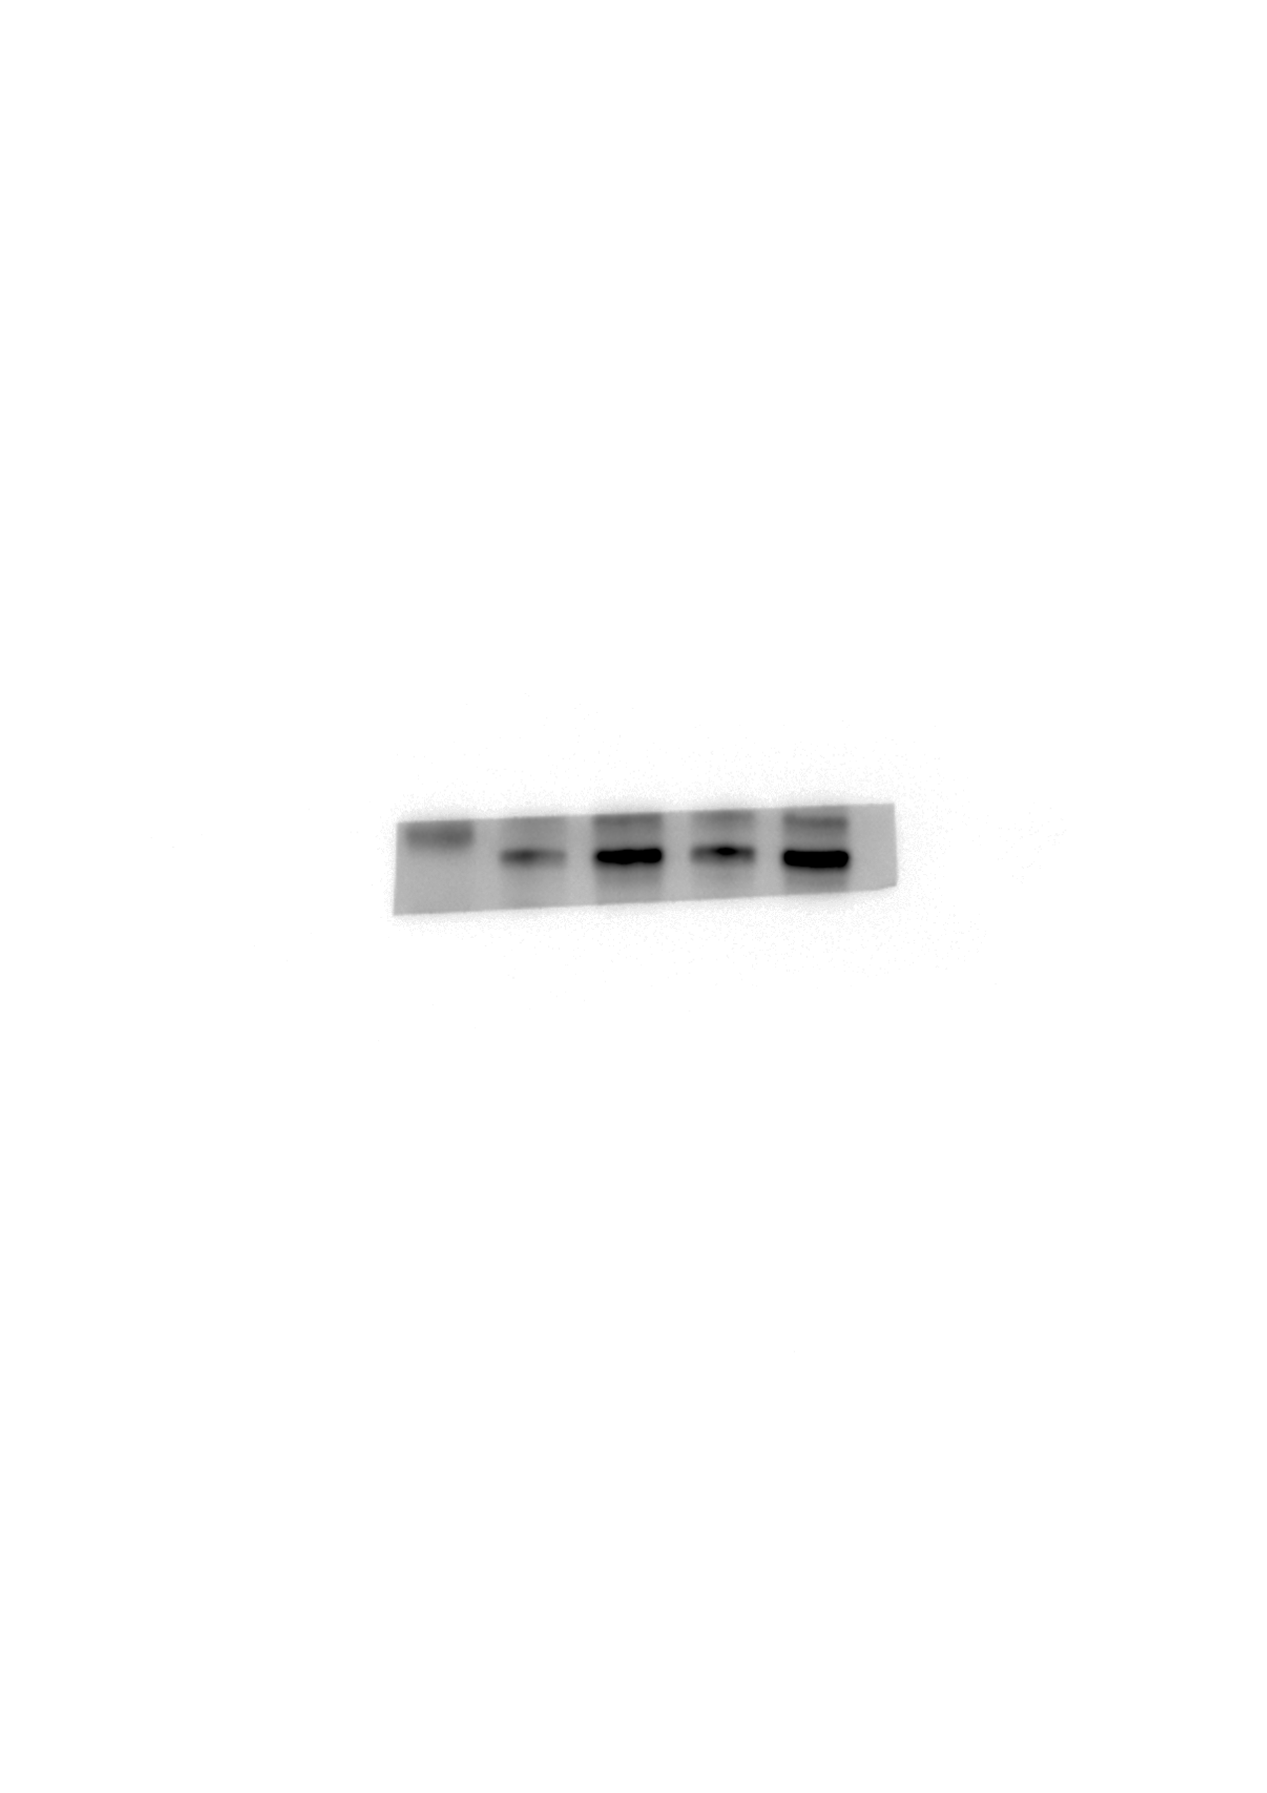

Caspase3

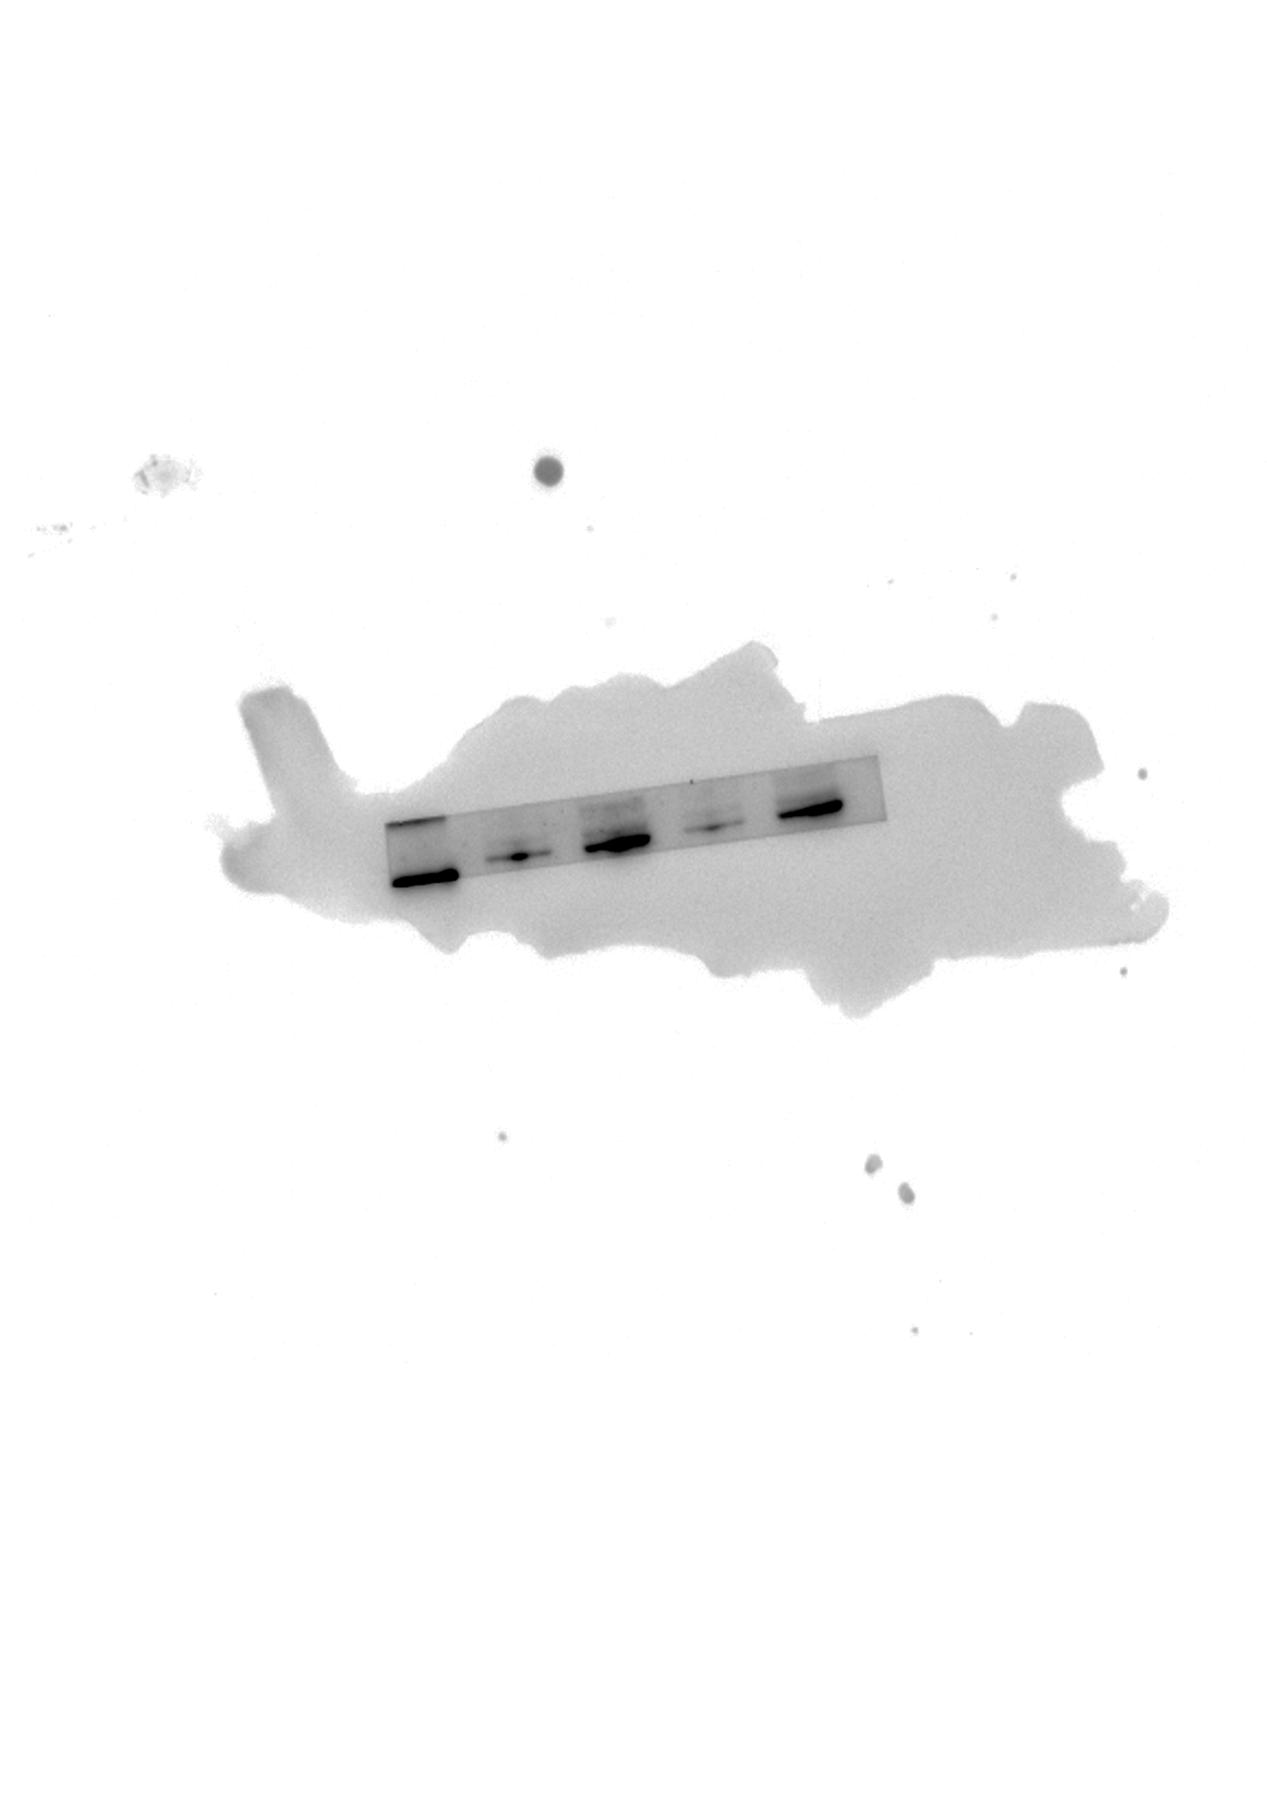

Bcl-2

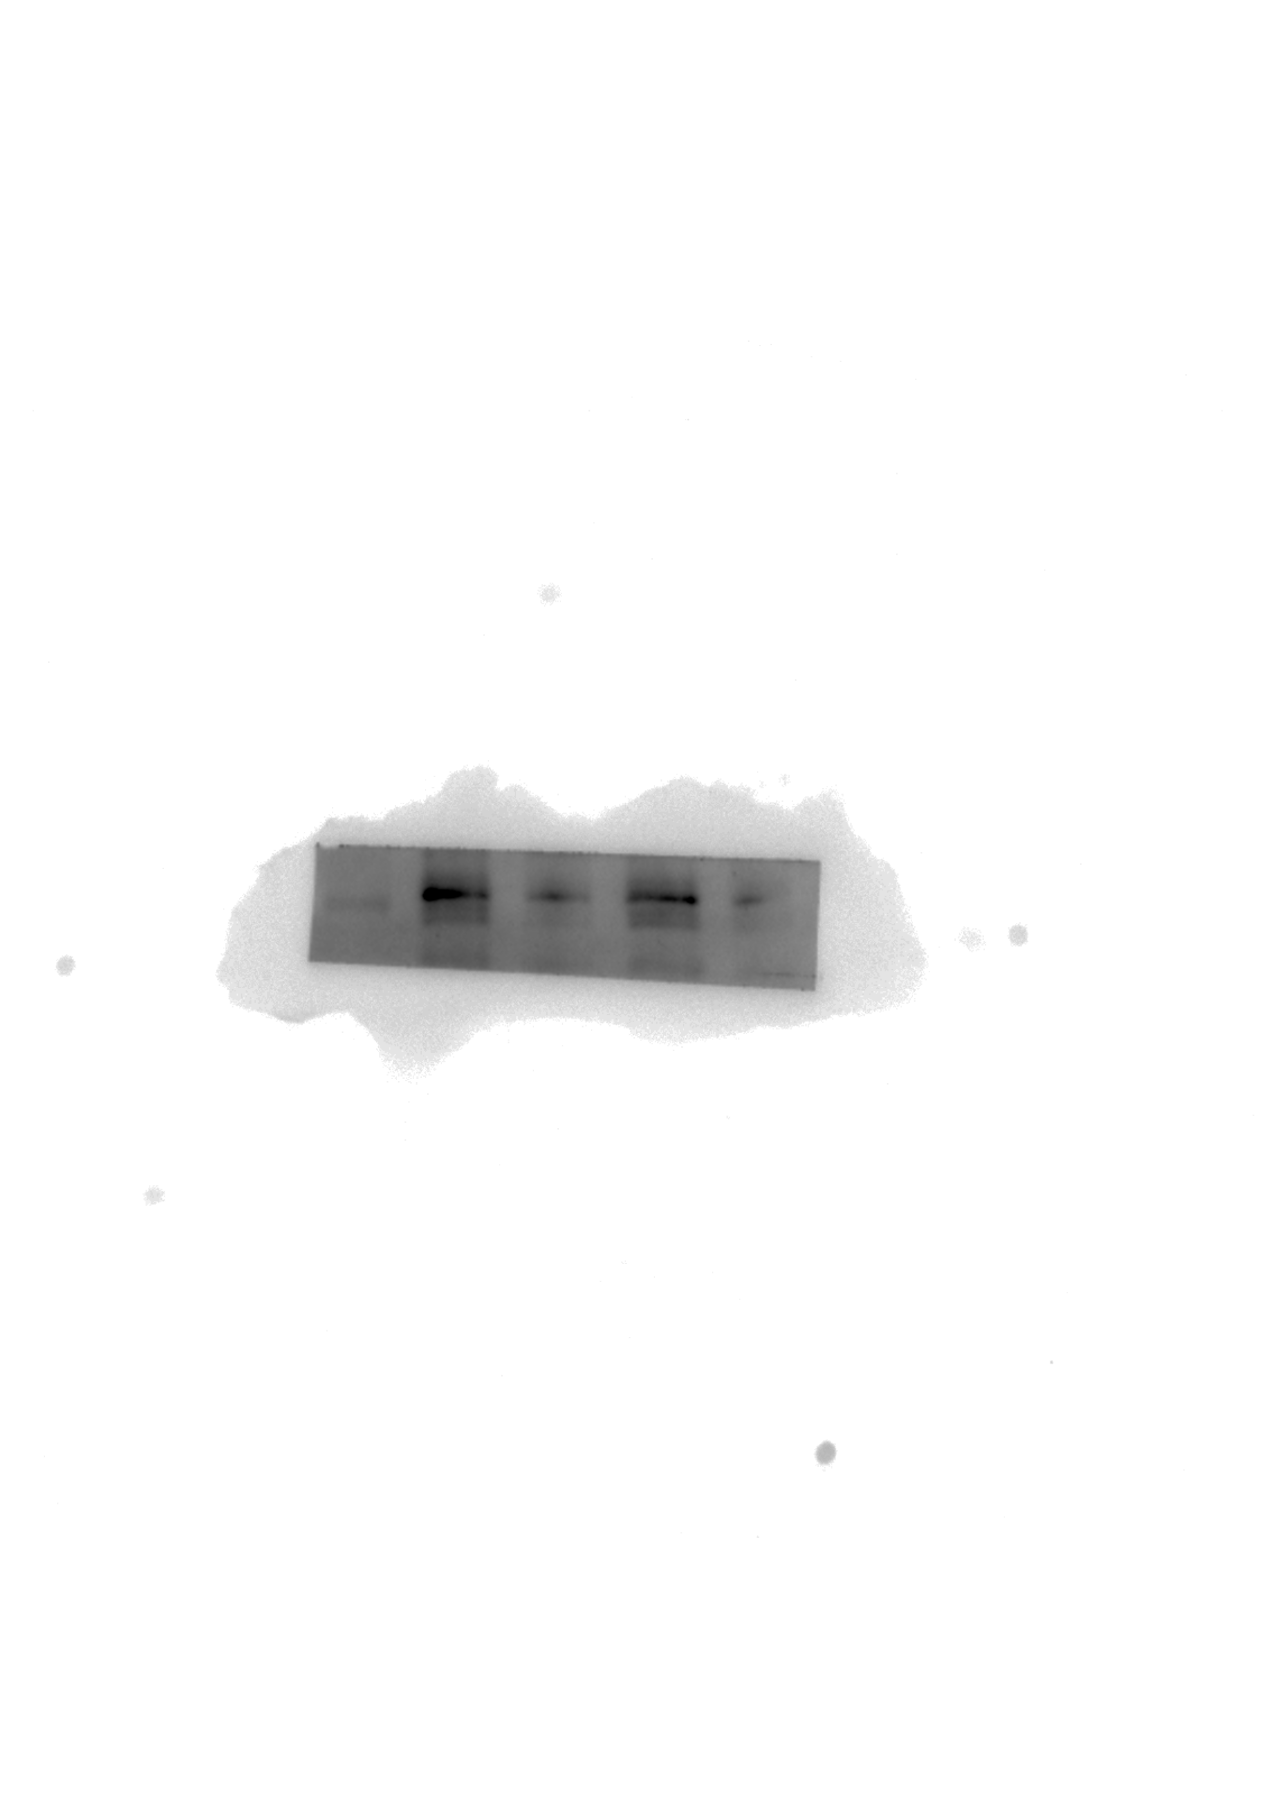

Actin

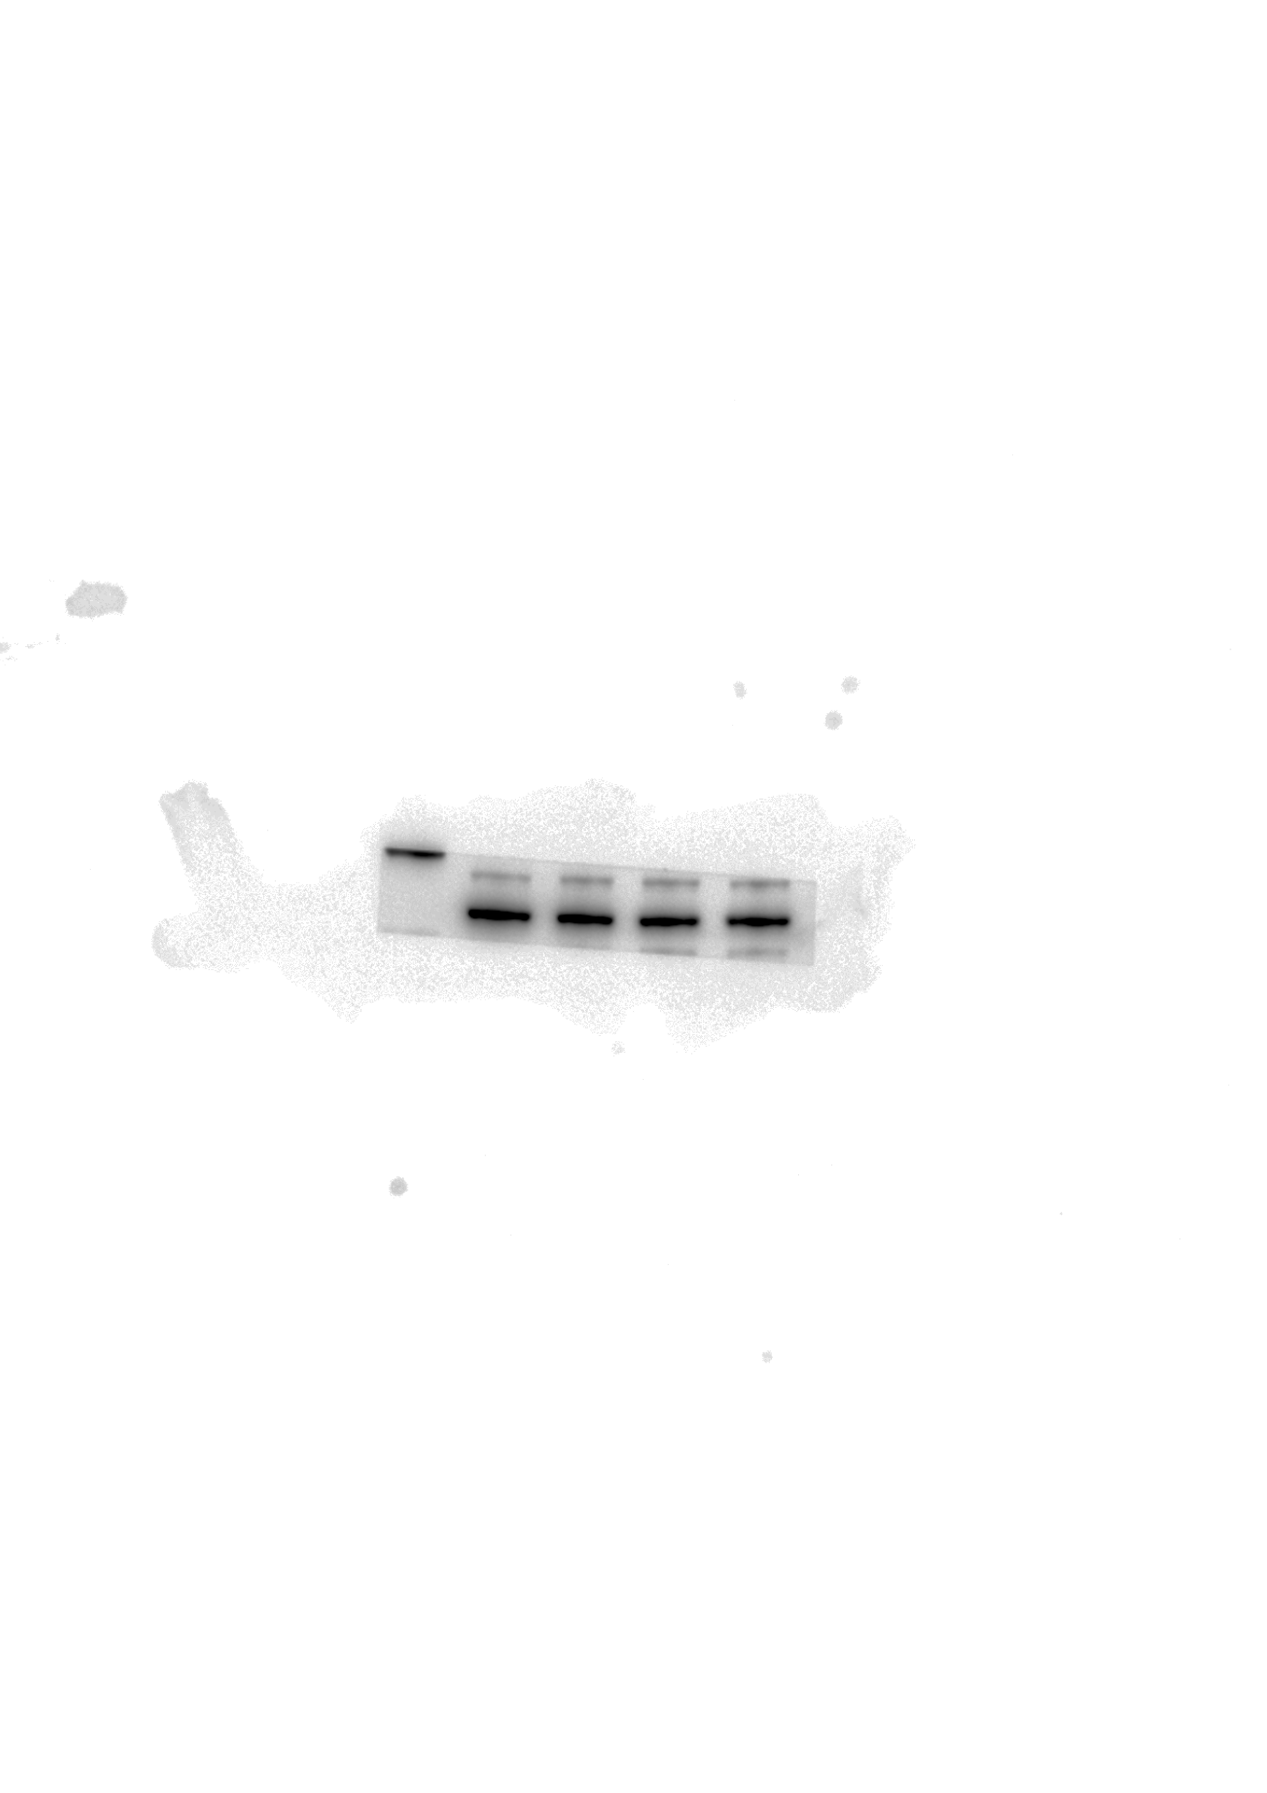

Fig3 G

E-cadherin

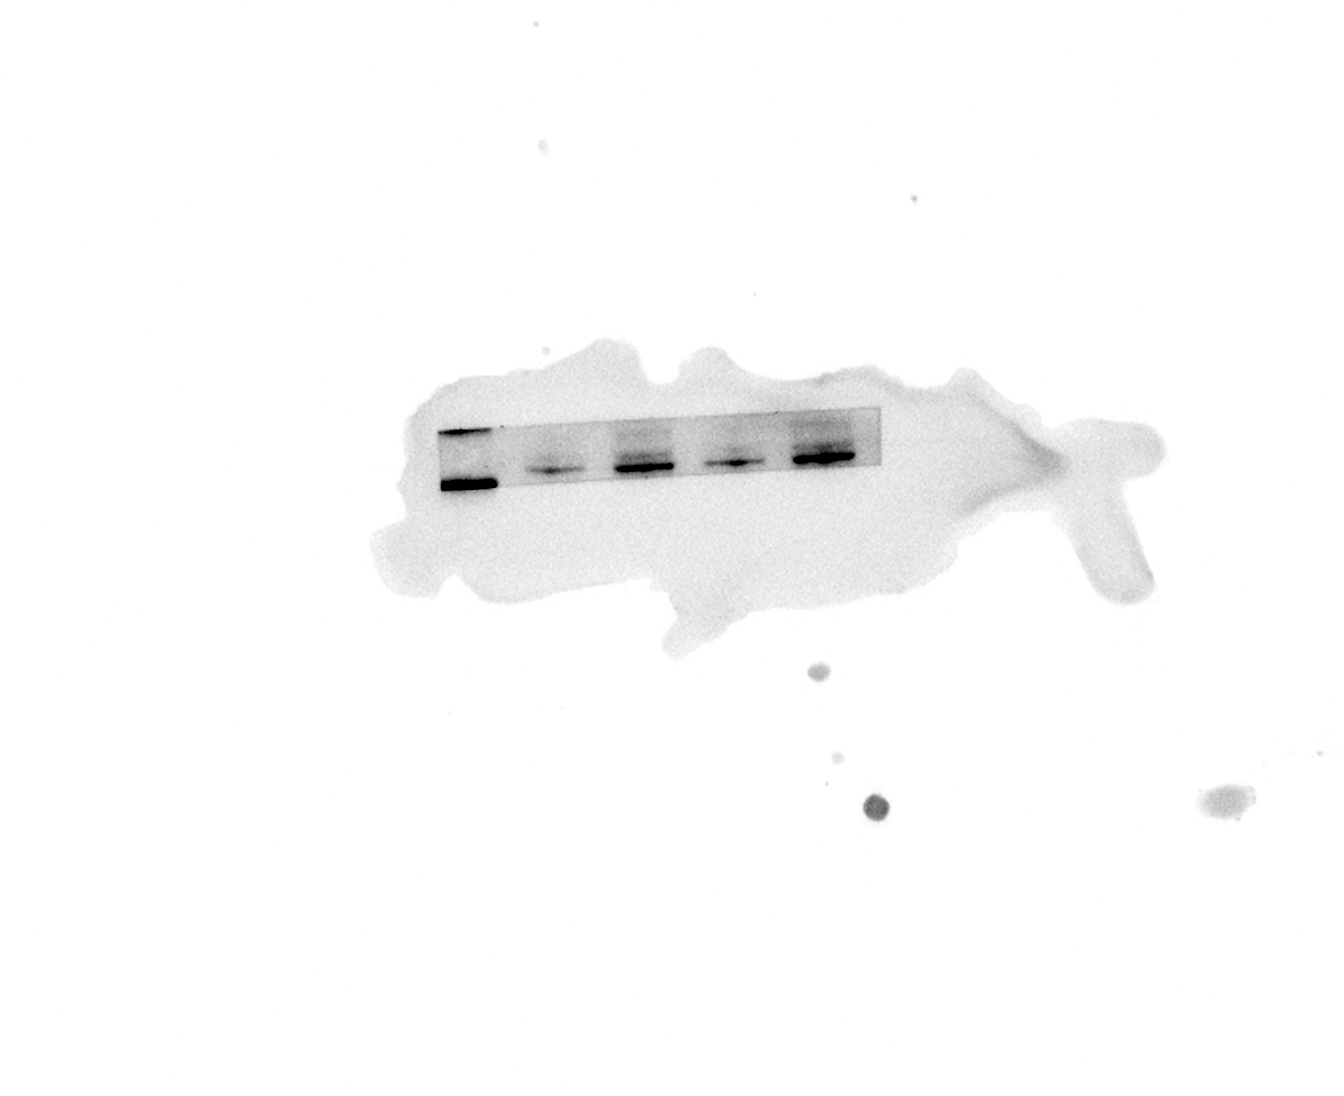

1. cadherin

Vimentin
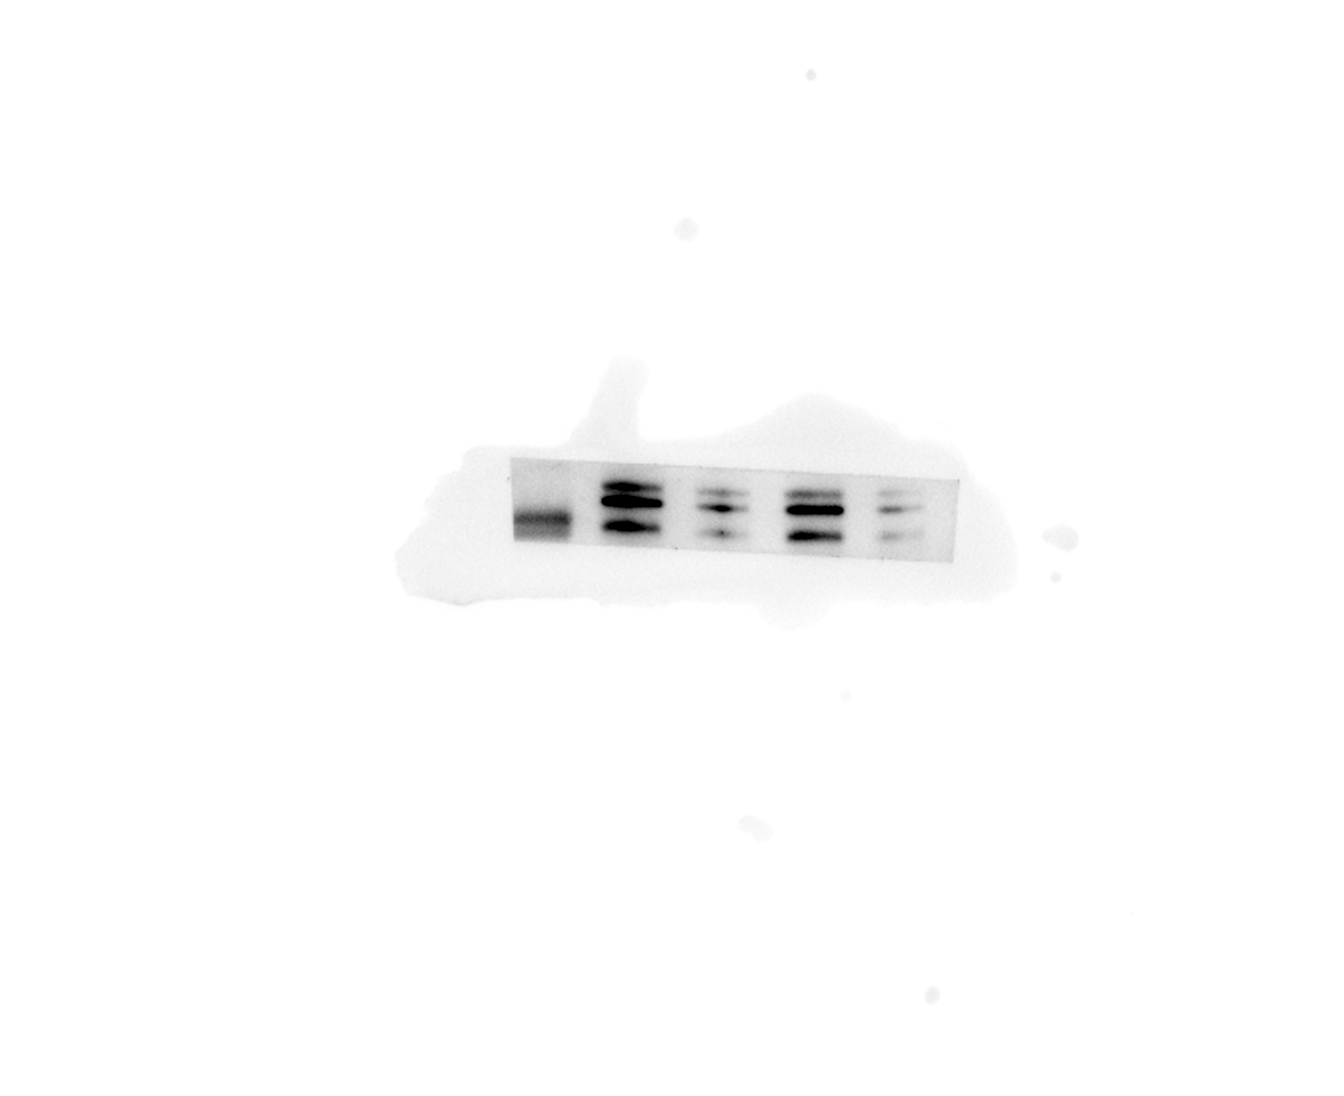

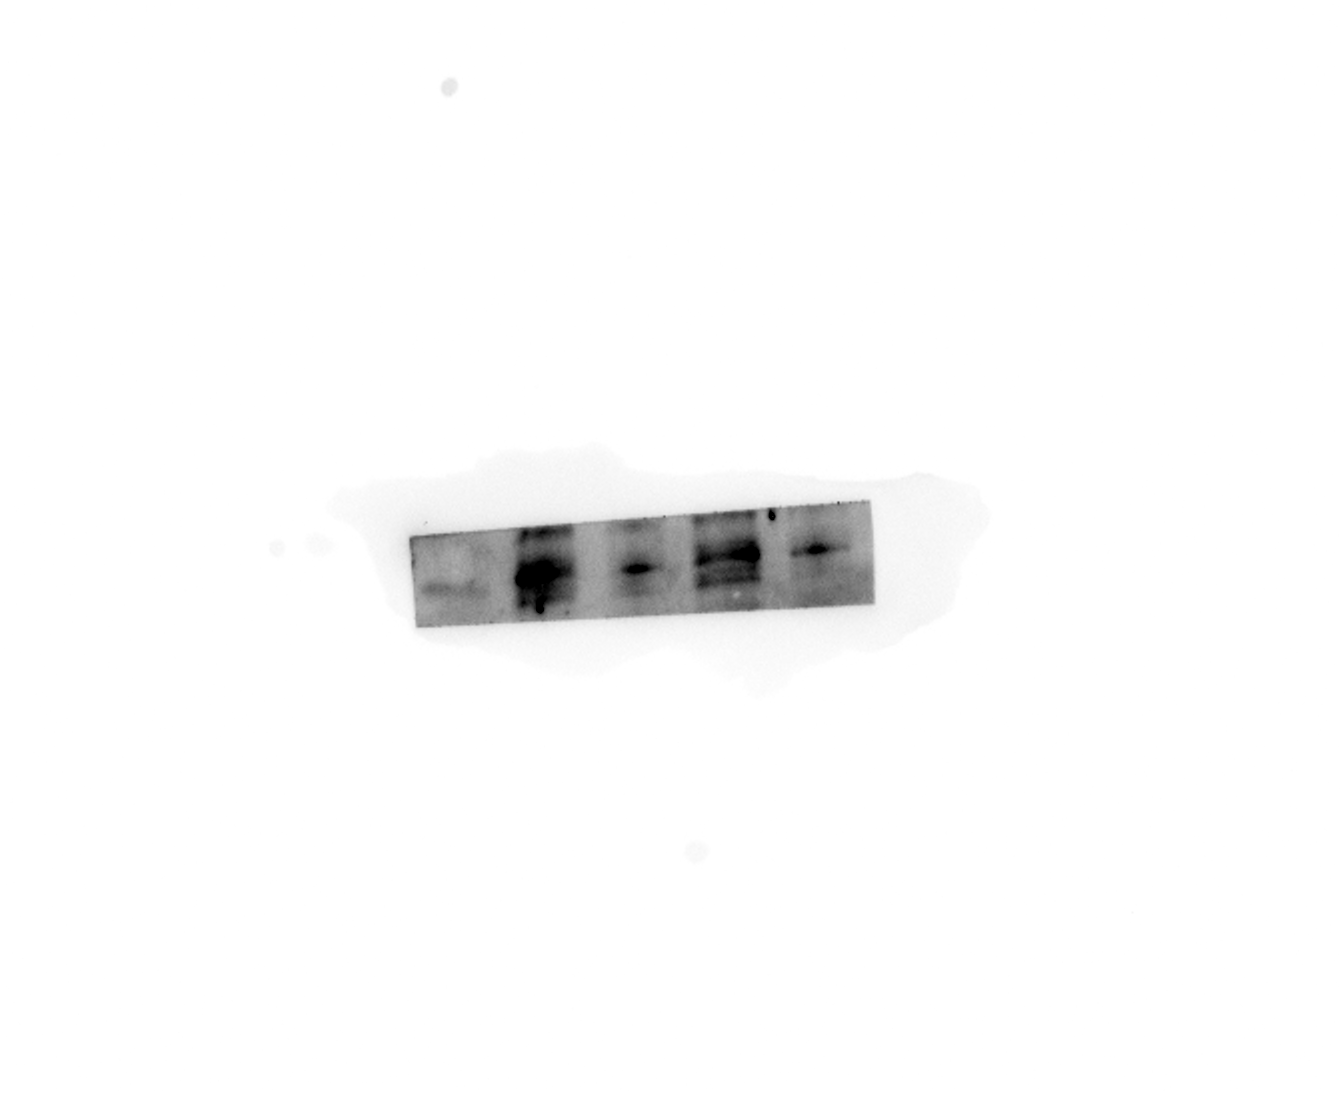

Actin

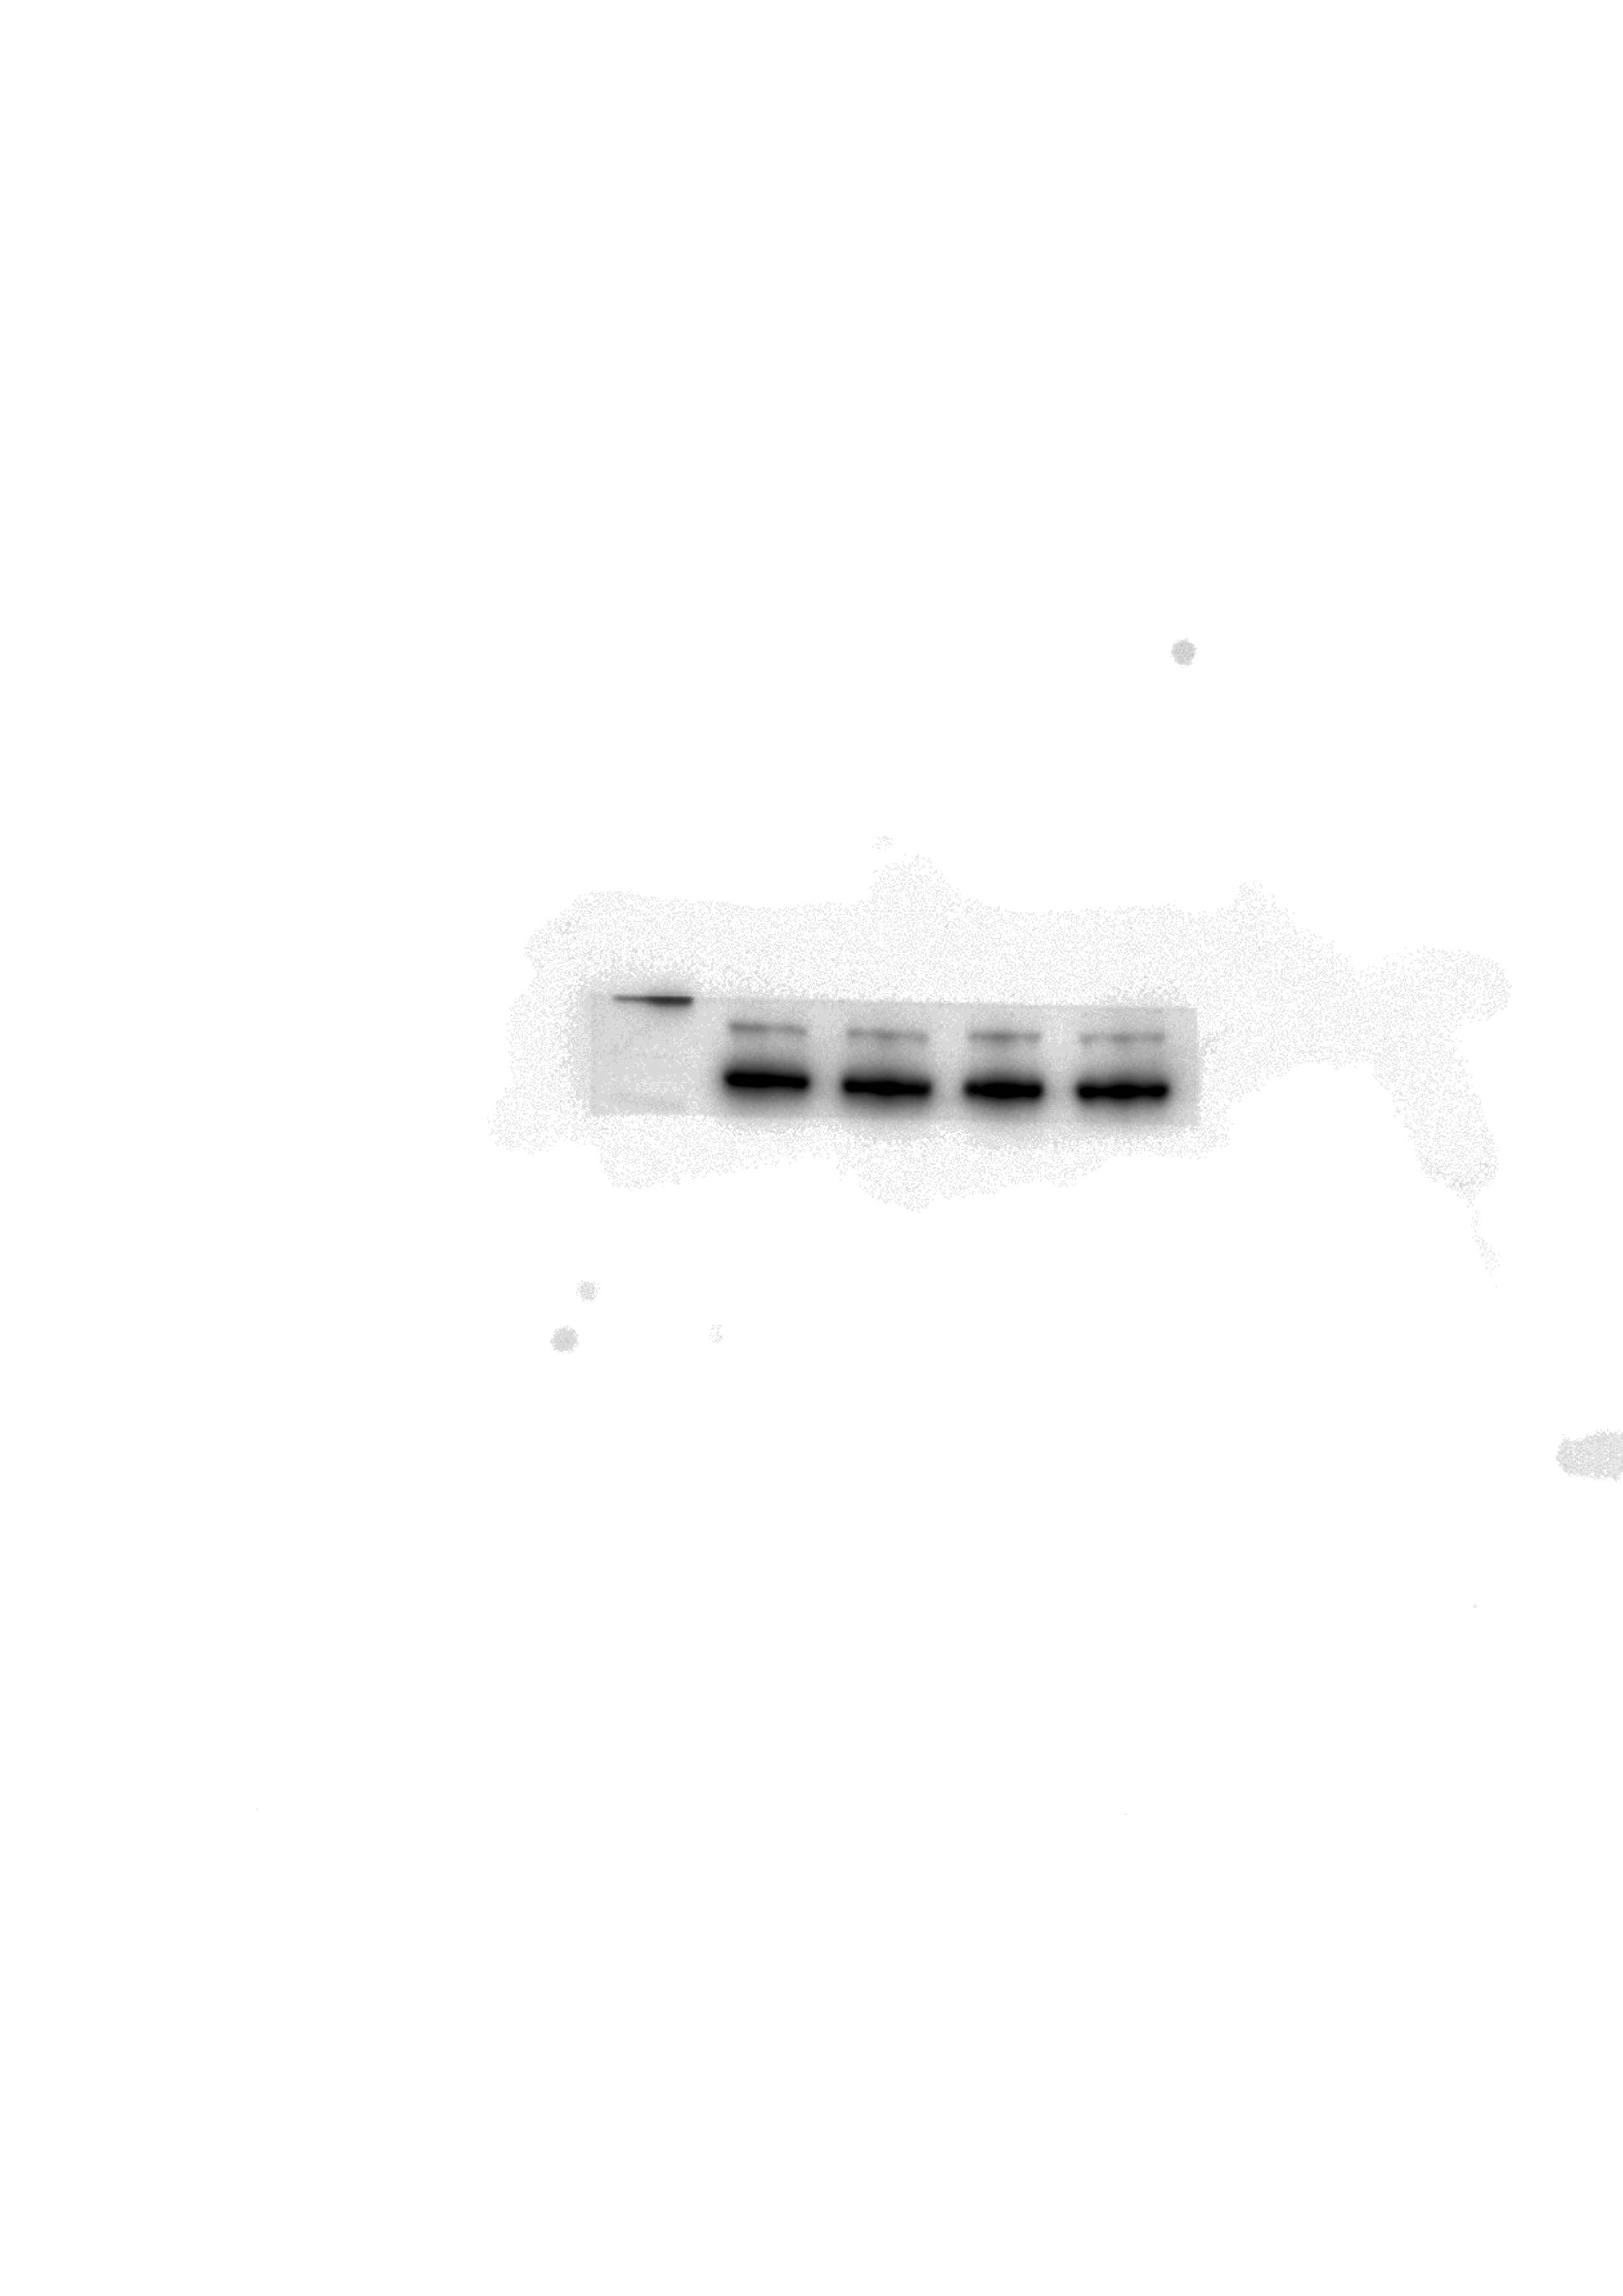

**Supplement:** Supplementary file 3 — Supplementary Material 3

How the deposited data were processed for this re-analysis (not part of the article)

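mRNA of MKN45 and of MKN45-R was sequenced as 1 library per line. Both libraries were mapped to their line from the sample labels. From the reads, the authors counted reads per gene with HTSeq 0.9.1 and compared the lines with DESeq 1.30.0 on GRCh38, as the submitters' processing notes name them. The aligner, the annotation release and the use of strand are not given in the sources used here. 3 tables were used.
In the authors' deposited comparison table, the values per line are a signal that is never negative, namely counts divided by a size factor. The deposited fold is the ratio of MKN45-R over MKN45 with no shrinkage, and the deposited log2 values are its logarithm. The p-value columns of the deposited table, as computed and adjusted, are the authors' and come from a comparison of 1 library with 1. Gene start, end and length are those of the annotation the authors used. A second deposited table, of 15599 genes, repeats the log2 fold changes, with no value for 271 genes. The last table holds the authors' scaled score of 490 genes in 9 clusters, scaled over more than these 2 libraries, and was used only to check the direction of the comparison.
The columns of the comparison table carry letters. The letter of each line was taken from the table's own ratio, whose 151 lower and 80 higher genes match Fig. 2A, with MKN45 as control and MKN45-R as case. In the last table, whose columns carry the lines' names, all 231 called genes have the same direction.
All values of each line are whole multiples of its smallest positive value, to within 1e-06 for 100% of genes, and the multiples were taken as counts. They total 13930350 in MKN45 and 13878826 in MKN45-R, and the size factors recomputed from them by the median of ratios are 0.993 and 1.01. The design written before the data were examined named an R package for a trimmed mean of M values (TMM). With 1 library per line, no count model with a spread between replicates was fitted. TMM was computed with code written for this purpose.
The ratio of normalized counts was given with its exact (Clopper-Pearson) 95% interval, conditional on the sum of the 2 counts. It covers counting error only, and reads without molecular identifiers are not independent molecules. A gene met the size rule when its ratio was at least 2-fold, its mean normalized count at least 10 and its interval excluded 1. Log2 fold changes carry a prior count of 0.5. Gene lists were described by the median over members with a mean count of at least 10 and by its percentile among 10000 random lists matched on mean count in 20 bins, chromosomes by their median among 10000 random sets of as many genes, and NR4A1 by its rank among the 1000 genes nearest in mean count. Genes were named in the text by a rule fixed before the data were examined. The rule takes 18 genes of the paper, the 10 largest rises and 10 largest falls among genes that met the size rule with a mean count of at least 50, up to 4 members with the largest absolute log2 fold change in each list that stood apart and in the immediate early and p53 lists, with a mean count of at least 20, and NR4A2 and NR4A3. JUNB, DUSP1, MYC, CA9, ADM, ANGPTL4 and FN1 fall outside it and were chosen after their values were seen. The same holds for the members of the epithelial, gastric, fibroblast and endothelial lists named in the text, apart from CDH1, a gene of the paper. Some genes that the rule takes are not reported here.
The steps were tested on simulated counts drawn from the means of the 2 libraries, with 200 changed genes. For MKN45-R against MKN45 with counting noise only, 100% of 4-fold rises and 98% of 3-fold rises were recovered, and 33 unchanged genes were called. With an assumed coefficient of variation between cultures of 20%, 337 unchanged genes were called. The genes kept, changed ones included, numbered 12363 and 12398 in turn. The 95% interval held the true ratio for 95.3% of genes with counting noise only. It did so for 60.3% at an assumed variation of 10% and for 40.9% at 20%. The true variation between cultures is not known from these data.
The alternatives were scaling by TMM, total count and upper quartile, other minimum counts, other fold thresholds, an interval that excludes a 2-fold ratio, another prior count, unmatched random lists, and the authors' adjusted p, p alone and deposited fold change. After the data had been seen, fold changes were also computed with lowess trends (span 0.3) against log2 gene length and GC content removed. GC content is that of the longest transcript in GENCODE 29, which holds 15307 of the 15328 gene IDs. Overlaps of exons between genes come from the same release. Among the genes named, BMF, CCN2, CDH1, CDH2, CDKN1A, CEBPB, DDIT3, GAPDH, HDAC2, IL6, ISG15, ITGA5, MDM2, MTA1, NEXN, NR4A1, PSMA2, RPS18 and VIM have an annotated gene on the opposite strand over their exons, so their counts are uncertain if strand was not used. Normalized values per kilobase were not analysed here, and leaving out a replicate was not possible with 1 library per line. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.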

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

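The tests in this part on library size, on length and GC bias of the immediate early and G2/M genes, on length bias alone and on the G2/M phase were chosen after the results had been seen. The gene lists and the rule by which a list stands apart were fixed before. A signal in genes the paper does not discuss was looked for as a list whose median stands apart from 10000 random lists of the same size and mean count, and 16 of the 31 lists with at least 3 measured members did so.
The immediate early genes had a median log2 fold change of -1.41, and NR4A1, itself an immediate early gene, moved with them. After removal of the length and GC trends the median was -1.29 (bootstrap interval over the genes, taken as independent, -1.62 to -0.94). The median was -0.39 in the shortest 10% of all genes and -0.21 in the 10% with the highest GC content. Trends of that size could hardly bring the list near 0, and they do not account for the whole fall. A transcript length bias is not excluded, because the deposited length need not equal that of the sequenced transcript. A difference in library size is argued against by the nearly equal totals, 13930350 counts in MKN45 and 13878826 in MKN45-R. The scalings moved all log2 fold changes by at most 0.0259, but each corrects for library size, so this is no separate check. Growth or harvest of the 2 cultures, since these genes respond to serum, density and handling within an hour, and selection by repeated irradiation cannot be told apart, because 1 culture per line was sequenced. The lower NR4A1 in MKN45-R may therefore belong to a difference in this response as a whole, a hypothesis that further cultures of both lines would test.
Shorter genes were lower and longer genes higher in MKN45-R. Length bias alone was examined with the 13 mitochondrially encoded mRNAs, which are short (median 784 bp). Their median log2 fold change was -0.12 as measured and 0.55 (interval 0.42 to 0.60) above the fitted trend at their length. These mRNAs thus did not follow that trend. The shortest 10% of all genes had a median of 1717 bp, so the trend there rests largely on longer genes. The interval, a bootstrap over the genes, also treats the 13 genes as independent. These mRNAs therefore cannot decide whether nuclear genes carry a length bias. For length and GC bias together the same median was 0.33 (interval 0.25 to 0.48). It lies above 0 and above the bound of 0.3 set before it was computed, but its interval reaches below that bound, so this explanation stays open. RNA integrity values were not analysed here, and no biological explanation was tested.
G2/M genes had a median log2 fold change of 0.42. It was 0.39 (interval 0.29 to 0.61) after removal of the length and GC trends, which argues against these fitted trends as the whole cause. The intervals of this list are bootstraps over its genes in 1 pair of libraries. They treat the genes as independent, which genes of a shared phase need not be. More cells in G2 and M phase would raise the shorter genes of the list as well. Their median was 0.24 over 10 genes (interval -0.06 to 0.37), against 0.71 over the 11 longer ones. With the trends removed the 2 medians were 0.37 and 0.61, but the interval of the measured values reaches below 0, so this explanation stays open.
The other lists that stood apart are given as values. Homologous recombination had a median of 0.46, p53 target genes of -0.35, pro-apoptotic genes of -0.39 and mesenchymal genes of -0.29. Interferon-stimulated genes had a median of -0.35, NF-kB and inflammatory genes of -0.45, genes of the integrated stress response of -0.54 and NRF2 and antioxidant genes of -0.36. Cholesterol synthesis genes had a median of -0.29, metallothioneins of -1.06, histone genes of -0.56, cytosolic ribosomal proteins of -0.47 and nuclear respiratory chain genes of -0.39. Gastric and intestinal differentiation genes had a median of 0.59, which turned to -0.054 with no minimum count and -0.095 at a mean count of at least 50. With the length and GC trends removed, pro-apoptotic genes (-0.16), metallothioneins (-0.51) and histone genes (-0.18) no longer stood apart. NF-kB and inflammatory genes did not stand apart as measured at a mean count of at least 50 (-0.18).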

How the results depend on the processing

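The trend removal was chosen after the data had been seen. NR4A1 kept a log2 fold change between -1.38 and -1.29 under every scaling, the prior count of 5, the authors' deposited fold change and the trend removal. The 3 other scalings moved no list and no count of genes across its threshold or by over 1.5 times, and no named gene that met the size rule changed sign. The genes at least 2-fold lower, 351 as reported, numbered 194 at a mean count of at least 50, 105 with an interval that excludes 2-fold, 1085 at 1.5-fold, 92 at 3-fold and 233 with the trends removed. The higher genes, 268 as reported, numbered 123, 43, 1050 and 43 under the first 4 of these. With the trends removed, 192 of the 351 lower genes and 182 of the 268 higher genes were still called. The authors' calls, 231 in all, numbered 13 by adjusted p (13 lower and 0 higher) and 379 by p alone (231 lower and 148 higher). With the trends removed, pro-apoptotic genes (-0.16), metallothioneins (-0.51) and histone genes (-0.18) no longer stood apart, G1/S genes (0.12) did, the mitochondrially encoded mRNAs turned to 0.33, and 2 chromosomes in place of 15 stood apart, chromosome 19 at 0.023 against -0.11. HDAC2, MDM2, GAPDH, ACTB and H1-2 changed sign with the trends removed. The NF-kB and inflammatory genes no longer stood apart at a mean count of at least 50 (-0.18). The gastric and intestinal differentiation genes turned to -0.054 with no minimum count and -0.095 at a mean count of at least 50. The cause was not tested, apart from the smaller number of genes that a stricter rule leaves. No paired analysis was possible because the results come from no test and each line has 1 library. Normalized values per kilobase were not run as an alternative. Depth limits genes with few counts, such as EGR2 with 5 counts in MKN45-R.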

Differences from the paper's values

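The counts of lower and higher genes at the paper's thresholds and the fold of NR4A1 did not differ from the paper's by over 1.5 times. Neither match is a separate check. The counts come from the authors' deposited p-values and fold changes and were used to assign the columns. The fold of NR4A1 is the ratio of the same deposited values. Under alternatives set before the data were examined, the authors' deposited table gave 13 lower and 0 higher genes by adjusted p, and 231 lower and 148 higher genes by p alone. The fold of NR4A1 was 2.56 as reported here, and the paper's value is approximately 2.5. The legend of Fig. 2A names AGS cells beside MKN45 cells, and these values cover the MKN45 pair.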

Other observations

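The medians of the cytosolic ribosomal protein genes and of the nuclear respiratory chain genes lay below random lists, while few members met the size rule. All 30 cytosolic ribosomal protein genes measured had a log2 fold change below 0 in the scaling reported, with a median of -0.47 (-0.41 with the length and GC trends removed), although 1 of them, RPL27, met the size rule, at 2.06-fold lower, and 1.68-fold with the trends removed, short of the rule. RPS19 and RPS3 had log2 fold changes of -0.96 and -0.91, and with the trends removed they were 1.66-fold and 2.02-fold lower. Of 16 nuclear respiratory chain genes, 13 lay below 0 (median -0.39, -0.28 with the trends removed), and 0 met the size rule as lower, with NDUFA4 at -0.93 and COX6C at -0.92 (2.04-fold and 1.88-fold lower with the trends removed), while SDHA, which has few counts and near-identical pseudogenes, was 2.18-fold higher. Cholesterol synthesis genes had a median of -0.29, and -0.21 with the trends removed, with EBP at -0.93 (1.43-fold lower with the trends removed) and none of 23 members meeting the size rule. Of 15 NRF2 and antioxidant genes, AKR1C1 was 2.87-fold lower, and AKR1C2 and AKR1C3, paralogs that may share reads with it, had log2 fold changes of -0.94 and -0.94. With the trends removed these paralogs were 2.29-fold and 2.08-fold lower, past the 2-fold size. That list had a median of -0.27 with the trends removed. Histone H1-2 had a log2 fold change of -0.79, and 0.01 with the trends removed. MT2A and MT1E, near-identical metallothioneins, had log2 fold changes of -0.91 and -0.88, and of -0.23 and -0.25 with the trends removed.
The remaining lists lay within the range of random lists. Their medians were -0.03 for hypoxia and glycolysis genes, -0.13 for ER chaperones, -0.15 for heat shock genes, -0.01 for ferroptosis genes, -0.25 for stem cell genes, -0.04 for YAP target genes, 0.04 for Wnt target genes and -0.05 for fibroblast markers. The endothelial and leukocyte markers had 2 measured members each, too few for a median. Of the 20 hypoxia and glycolysis genes, 2 were lower, 1 was higher and 17 did not meet the size rule. ADM had 1135 and 444 counts in MKN45 and MKN45-R, ANGPTL4 had 881 and 390 and the carbonic anhydrase CA9 had 2 and 54.
Levels in both lines are given for some markers as counts in MKN45 and MKN45-R in turn. Keratin KRT8 had 23486 and 20778 counts, KRT19 had 0 and 1, EPCAM had 82 and 85 and CDH1 had 35 and 61. The carcinoembryonic antigen CEACAM5 had 1 and 1 counts and villin, VIL1, had 0 and 1. VIM had 2949 and 2155 counts, CDH2 had 854 and 1059 and FN1 had 16870 and 14103. Decorin, DCN, had 2257 and 1566 counts, lumican, LUM, had 1167 and 1578 and the cadherin CDH5 had 428 and 436. These levels were not compared with reference expression of MKN45, and whether they fit that line was not tested here.
By chromosome, the medians of log2 fold change ran from -0.12 on chromosome 22 to 0.16 on chromosome 13. With the length and GC trends removed they ran from -0.03 to 0.03, and the run of 100 neighbouring genes farthest from 0 had a median of 0.17, on chromosome 19 from 19710472 to 37469275.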
